# Epigenetic synergy between decitabine and platinum derivatives

**DOI:** 10.1186/s13148-015-0131-z

**Published:** 2015-09-11

**Authors:** Taichun Qin, Jiali Si, Noël J-M Raynal, Xiaodan Wang, Vazganush Gharibyan, Saira Ahmed, Xin Hu, Chunlei Jin, Yue Lu, Jingmin Shu, Marcos RH Estecio, Jaroslav Jelinek, Jean-Pierre J. Issa

**Keywords:** 5-aza-2′-deoxycytidine, Carboplatin, DNA methylation, Epigenetic reactivation, Tumor suppressor genes

## Abstract

**Background:**

Aberrant epigenetic silencing of tumor suppressor genes has been recognized as a driving force in cancer. Epigenetic drugs such as the DNA methylation inhibitor decitabine reactivate genes and are effective in myeloid leukemia, but resistance often develops and efficacy in solid tumors is limited. To improve their clinical efficacy, we searched among approved anti-cancer drugs for an epigenetic synergistic combination with decitabine.

**Results:**

We used the YB5 cell line, a clonal derivative of the SW48 colon cancer cell line that contains a single copy of a hypermethylated cytomegalovirus (CMV) promoter driving green fluorescent protein (GFP) to screen for drug-induced gene reactivation and synergy with decitabine. None of the 16 anti-cancer drugs tested had effects on their own. However, in combination with decitabine, platinum compounds showed striking synergy in activating GFP. This was dose dependent, observed both in concurrent and sequential combinations, and also seen with other alkylating agents. Clinically achievable concentrations of carboplatin at (25 μM) and decitabine reactivated GFP in 28 % of the YB5 cells as compared to 15 % with decitabine alone. Epigenetic synergy was also seen at endogenously hypermethylated tumor suppressor genes such as *MLH1* and *PDLIM4*. Genome-wide studies showed that reactivation of hypermethylated genes by the combination was significantly better than that induced by decitabine alone or carboplatin alone. Platinum compounds did not enhance decitabine-induced hypomethylation. Rather, we found significantly inhibited HP1α expression by carboplatin and the combination. This was accompanied by increased histone H3 lysine 4 (H3K4) trimethylation and histone H3 lysine 9 (H3K9) acetylation at reactivated genes (*P* < 0.0001) and reduced occupancy by methyl-binding proteins including MeCP2 and methyl-CpG-binding domain protein 2 (MBD2) (*P* < 0.0001).

**Conclusions:**

Our results suggest that the combination of decitabine with platinum analogs shows epigenetic synergy that might be exploited in the treatment of different cancers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13148-015-0131-z) contains supplementary material, which is available to authorized users.

## Background

Epigenetic changes have been recognized in the past decade as major drivers of different types of cancer [1, 2]. The involvement of DNA methylation and histone modifications in aberrant gene silencing has particular functional roles in malignant progression. Aberrant DNA methylation is frequently observed in human cancer and contributes to malignant transformation by silencing multiple tumor suppressor genes [2]. DNA methylation at gene promoters recruits methyl-binding proteins (MBPs) that are associated with histone deacetylases (HDACs) as well as histone methyltransferases [3, 4]. Methylation at the histone H3 lysine 9 (H3K9) residue is considered as a key element of promoting epigenetic silencing by recruiting heterochromatin protein 1 (HP1) in a repressive complex that modulates chromatin structure locally as well as excludes transcription factors [5, 6]. On the other hand, trimethylation at histone H3 lysine 4 (H3K4) and acetylation at H3K9 residues are associated with gene transcription [7].

Understanding of epigenetic alterations in cancer led to treatment by targeting epigenetic modulators, an approach referred to as epigenetic therapy [1]. Several epigenetic drugs including DNA hypomethylation inducers and histone deacetylase inhibitors are now approved by the Food and Drug Administration for cancer treatment. Also, combinations of these two types of drugs that achieved more epigenetic reactivation are being tested in several clinical trials [8–10]. 5-Aza-2′-deoxycytidine (decitabine), a DNA hypomethylating drug, is approved for the treatment of the myelodysplastic syndrome (MDS) [11]. Decitabine is a deoxycytidine analog. After incorporating into DNA, it traps DNA methyltransferase in the form of a covalent protein-DNA adduct, leading to DNA replication-dependent hypomethylation [11].

Despite the rapid development of epigenetic therapy, problems remain including primary and secondary resistance to epigenetic drugs and rare responses in solid tumors [12–14]. Therefore, it is necessary to identify more efficient approaches in epigenetic drug development as well as to develop better combination therapy. Based on the hypothesis that activation of silenced gene expression is part of the mechanism of action of these drugs [15–17], we established the YB5 cell line derived from the SW48 colon cancer cell line to develop a screening system for epigenetic drug reactivation in cancer [18, 19]. YB5 contains a hypermethylated cytomegalovirus (CMV) promoter driving a green fluorescent protein (GFP) reporter. YB5 has a stably integrated single copy of this transgene, and the locus is transcriptionally silent, with high levels of DNA methylation, histone deacetylation, and nucleosome occupancy [18, 19]. Hypomethylating drugs reactivate the CMV promoter and drive GFP expression to high levels which can be easily scored by flow cytometry analysis. Here, we used this system to test whether known anti-cancer drugs have epigenetic effects alone or could enhance decitabine epigenetic therapy. We discovered an epigenetic synergy between platinum analogs and decitabine, which we trace to HP1α degradation and chromatin remodeling.

## Results

### Decitabine and platinum analogs synergistically activate GFP

We initially selected 18 commonly used anti-cancer drugs to test for GFP reactivation including anthracycline antibiotics, alkylating agents, topoisomerase inhibitors, antimicrotubule agents, antitumor antibiotics, and antimetabolites (Table 1). None of the 16 evaluable drugs significantly activated GFP by themselves (the two tested anthracyclines were autofluorescent and thus could not be evaluated for GFP reactivation). By contrast, decitabine showed GFP activation ranging from 15 % at 25 nM up to 40 % at higher doses, as previously reported [18]. We next examined the combination of decitabine at a fixed low dose of 25 nM (equal to 1/2 IC50) with a variety of doses of the anti-cancer drugs. One category of drugs that strikingly enhanced GFP reactivation by decitabine was platinum analogs (Table 1). The IC50 of carboplatin and cisplatin in YB5 cells was 25 and 2 μM, respectively. The combination of decitabine at 25 nM with carboplatin or cisplatin at doses of 0.5, 1.0, 1.5, 2, 2.5, and 3 times the IC50 value showed a synergistic effect on GFP reactivation. GFP % gradually increased and peaked at 2× IC50 of carboplatin and then decreased at higher doses (Fig. 1a). At the optimal dose, carboplatin tripled the amount of GFP+ cells. At the clinically achievable dose of 25 μM, carboplatin increased GFP expression from 15 to 28 %. Carboplatin was more efficient at boosting GFP reactivation than cisplatin, possibly because carboplatin has a bidentate dicarboxylate ligand as its leaving group instead of the more labile chloride ligands, and hence, its effects are longer lasting [20].

**Table 1:** A list of anti-cancer drugs used for screening of GFP reactivation

Drugs (dose range tested)	Category	Conc. producing the highest GFP	GFP % ± SEM drug alone	GFP ratio (±SEM)^a^
Carmustine (50–100 nM)	Alkylating agent	50 nM	0.1 ± 0.1	0.86 ± 0.15
Mechlorethamine (50–100 nM)	Alkylating agent	100 nM	0.2 ± 0.2	1.82 ± 0.1^c^
Carboplatin (50–75 μM)	Alkylating agent	75 μM	0.4 ± 0.1	1.86 ± 0.83^c^
Oxaliplatin (5–20 μM)	Alkylating agent	20 μM	2.2 ± 2.0	1.58 ± 1.1
Cisplatin (200–500 nM)	Alkylating agent	500 nM	0.1 ± 0.1	1.07 ± 0.14
Chlorambucil (10–50 μM)	Alkylating agent	50 μM	0.3	1.1
Temozolomide (50–75 μM)	Alkylating agent	75 μM	0.2	1.28^b^
Fludarabine (10 μM)	Antimetabolite	10 μM	0.1 ± 0.1	0.99 ± 0.45
Cytarabine	Antimetabolite	10 nM	0.1	1.21 ± 0.24
Gemcitabine (100–400 nM)	Antimetabolite	200 nM	0.9	0.86
Fluorouracil (100–400 nM)	Antimetabolite	200 nM	0.2 ± 0.1	0.48 ± 0.28
Clofarabine (100–500 nM)	Antimetabolite	100 nM	0.1	0.04
Irinotecan (25–100 nM)	Topoisomerase I inhibitor	25 nM	0.2 ± 0.1	1.47 ± 0.12^c^
Etoposide	Topoisomerase I inhibitor	100 nM	0.2	0.87 ± 0.07
Paclitaxel (1–10 nM)	Antimicrotubule agent	10 nM	2.2 ± 0.8	0.92 ± 0.04
Mitomycin C	Antitumor antibiotic	100 μg/mL	1.1 ± 0.8	1.1 ± 0.1
Doxorubicin	Anthracycline antibiotic		ND (autofluorescent)	
Idarubicin	Anthracycline antibiotic		ND (autofluorescent)	

In these experiments, anti-cancer drug treatment (for 24 h) was performed following decitabine pre-treatment at 100 nM for 72 h. GFP ratio was calculated for each experiment by dividing the GFP signal obtained for the drug combination by the signal produced by decitabine alone for each experiment

^a^Data shown were selected for doses producing the highest GFP percentage (±SEM)

^b^Higher concentrations of temozolomide of 200 and 250 μM in combination with decitabine produced respectively 30 and 41.4 % of GFP positive cells

^c^A significant increase in GFP ratio

**Fig. 1:**
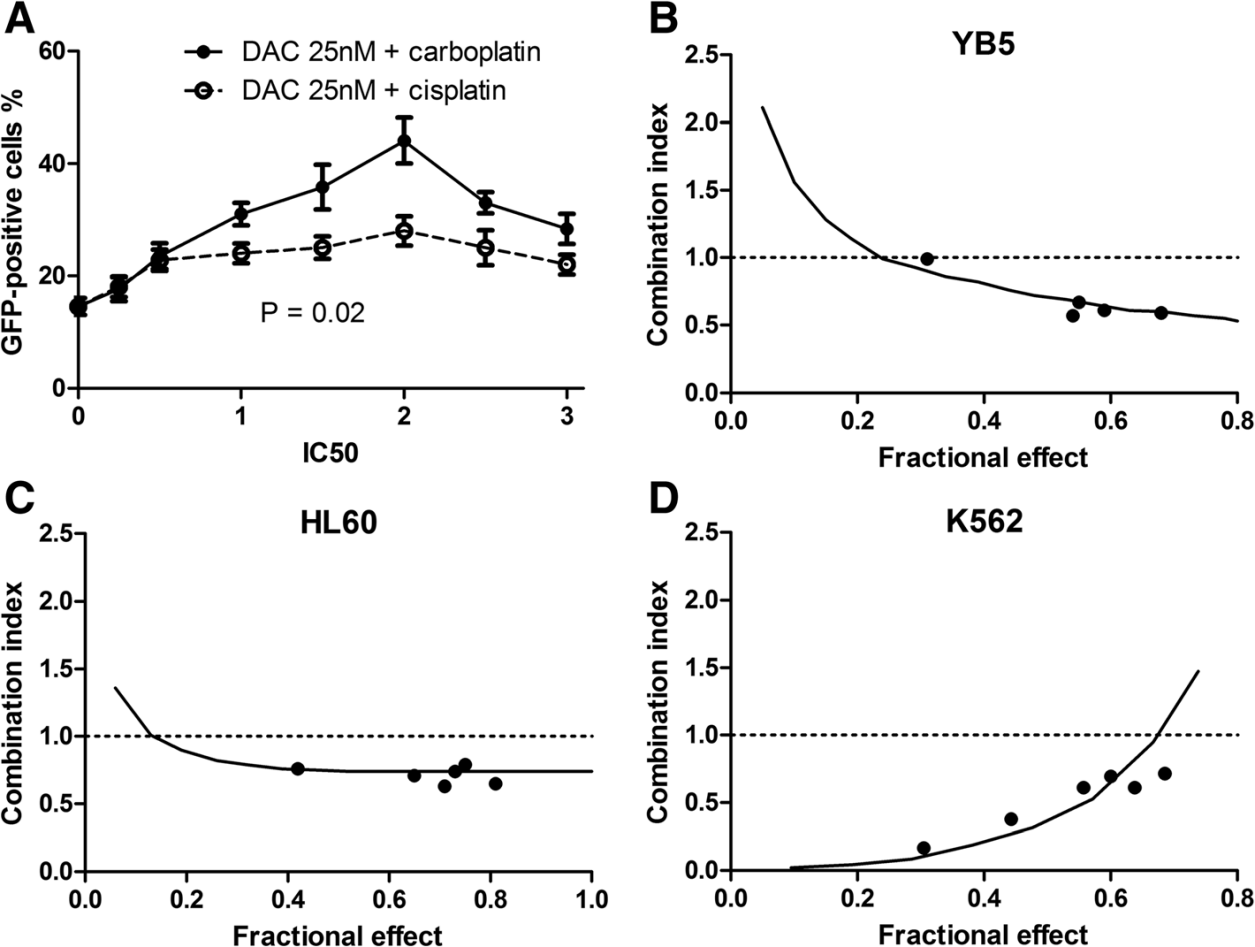
Gene expression and cell killing synergy of decitabine in combination with carboplatin. **a**. Effects of the combination of decitabine with platinum analogs on GFP reactivation. YB5 cells were treated daily for 4 days with a fixed dose of decitabine at 25 nM (1/2 IC50) plus 0.5 to 3 IC50 doses of carboplatin or cisplatin, respectively. GFP was measured after the end of treatment by flow cytometry analysis. Standard deviation was calculated based on two independent experiments. **b**–**d** Combination index (*CI*) plots of decitabine and carboplatin combinations in human cancer cell lines. The cells were treated with decitabine alone, carboplatin alone, and decitabine plus carboplatin in fixed molar ratios based on the IC50 values of each drug and incubated for 4 days. We used the ratios of 1/8, 2/8, 3/8, 4/8, 6/8, and 8/8 IC50 for decitabine and carboplatin for each respective cell line. We assessed cell viability by counting of cells excluding trypan blue. The effects of combinations were estimated using the CalcuSyn software, based on the median-effect method. CI < 1 indicates synergy, CI ~ 1 indicates additive effect, and CI > 1 means antagonism

We also performed sequential treatment of decitabine followed by anti-cancer drugs. YB5 cells were treated with several doses of each anti-cancer drug either alone for 24 h or following a 72-h pre-treatment with decitabine at 100 nM. After decitabine pre-treatment alone, 13 ± 0.9 % of YB5 cells expressed GFP. Several of the drugs enhanced GFP expression including carboplatin and alkylating agents such as mechlorethamine and temozolomide (at high doses) that also significantly increased GFP activation by decitabine, suggesting a class effect. Interestingly, irinotecan, a topoisomerase I inhibitor, also modestly increased GFP reactivation by decitabine (Table 1).

We next examined the effects of combining decitabine and carboplatin on cell viability in YB5 and in two leukemia cell lines (HL60 and K562). We used fixed ratios of 1/8, 2/8, 3/8, 4/8, 6/8, and 8/8 IC50 for decitabine and carboplatin in all respective cell lines. The combination of decitabine and carboplatin was synergistic in all tested cell lines, indicated by combination index (CI) values <1 (Fig. 1b–d). For example, the CI value of the combination treatment ranged from 0.58 to 0.98 in YB5 cells, from 0.67 to 0.82 in HL60, and from 0.2 to 1.0 in K562 cell line. No antagonism (CI > 1.0) was observed.

### Decitabine and carboplatin synergistically activate transcription of silenced genes

In this cellular model, effects of decitabine on gene expression are through transcription [18]. To determine whether this was also the case for the apparent synergy, we used quantitative reverse transcription polymerase chain reaction (qRT-PCR) to examine mRNA expression of GFP and of endogenously silenced genes. Compared to control cells, decitabine at a low dose (25 nM) activated expression of GFP mRNA 10-fold, carboplatin at 25 μM showed no significant activation, while the combination of decitabine with carboplatin induced expression 32-fold (*P* < 0.001, Fig. 2a). Furthermore, the number of GFP fluorescent cells determined by flow cytometry correlated well with GFP mRNA expression in YB5 cells treated with different doses of carboplatin or cisplatin in combination with decitabine (*R*^2^ = 0.52, *P* = 0.004, Fig. 2b). Thus, the synergy appeared to be transcriptional, suggesting epigenetic effects. We next determined whether GFP mRNA expression could be a valid surrogate for reactivation of endogenously silenced genes in YB5 cells, and whether this was relevant in another cell type (HL60, a leukemia cell line). We selected for analysis genes that showed promoter DNA hypermethylation and transcriptional repression. Using qRT-PCR, we found that the addition of carboplatin to decitabine enhanced activation of *MLH1*, *PDLIM4*, and *p16* (*CDKN2A*) expression in YB5 (Fig. 2c) as well as of *OLIG2* and *NPM2* in HL60 (Fig. 2d).

**Fig. 2:**
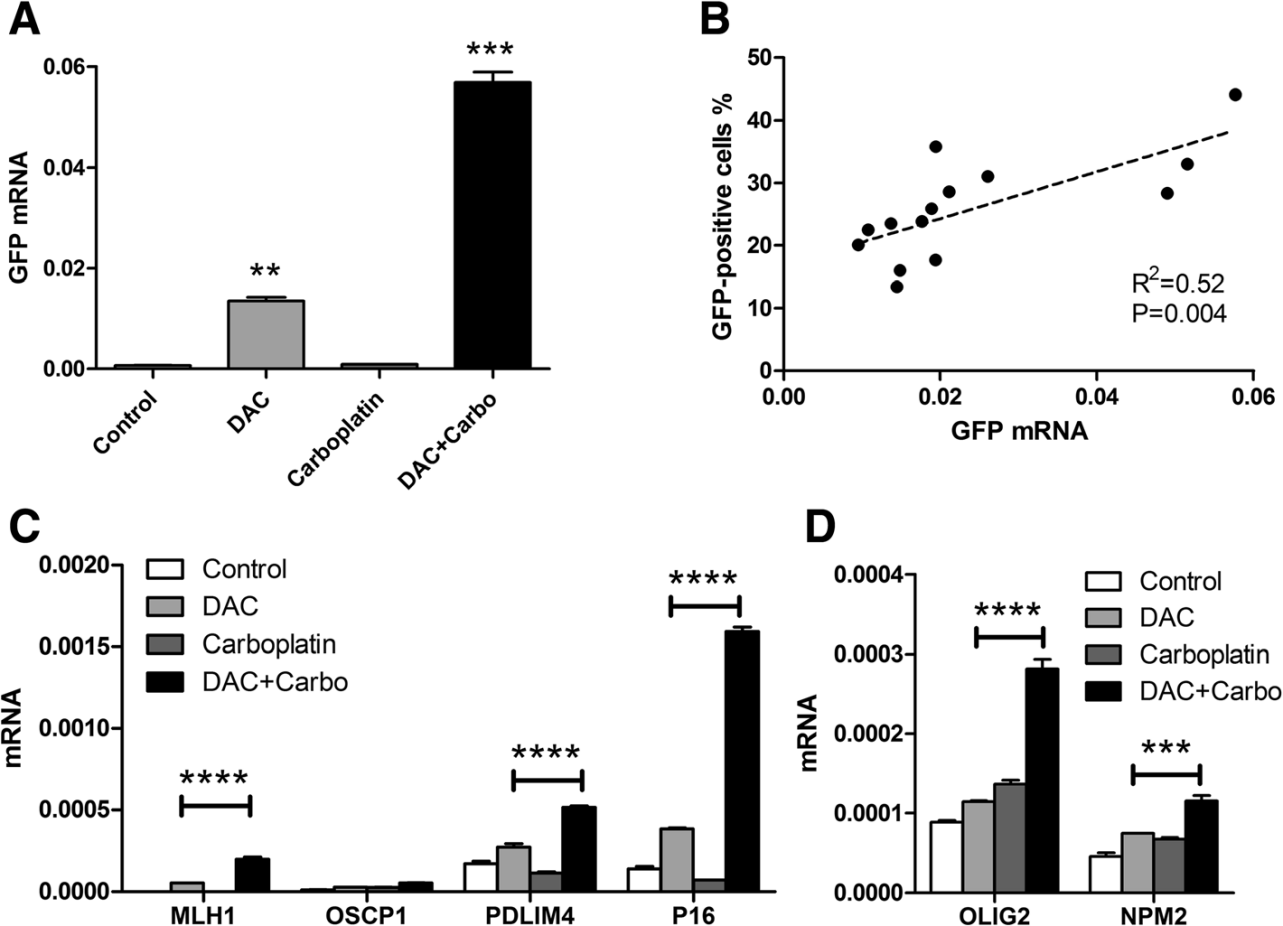
Carboplatin enhanced gene transcription activated by decitabine. **a**. Carboplatin enhanced GFP mRNA expression in decitabine-treated cells. YB5 cells were treated with decitabine 25 nM, carboplatin 25 μM, and decitabine + carboplatin for 4 days. GFP mRNA was measured by qPCR and normalized to GAPDH. **b**. The correlation of GFP % measured by flow cytometry with GFP mRNA expression. We treated YB5 cells with a fixed dose of 25 nM decitabine and a variety of doses of carboplatin or cisplatin. The *broken line* shows fit to a linear regression model. **c**. Reactivation of expression of genes with methylated promoters in YB5. YB5 cells were treated with decitabine 25 nM, carboplatin 25 μM, and decitabine + carboplatin for 4 days. **d**. Reactivation of expression of genes with methylated promoters in HL60. HL60 cells were treated with decitabine 200 nM, carboplatin 25 μM, and decitabine + carboplatin for 4 days. mRNA expression was measured by qPCR and normalized to GAPDH. Statistical significance of Bonferroni-corrected *t* tests is shown by *asterisks* (**P  < 0.01, ***P < 0.001, ****P < 0.0001)

We next analyzed the effect of decitabine and carboplatin on reactivation of hypermethylated genes at a genomic scale. 

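YB5 cells descend from the colon cancer line SW48 and carry a GFP reporter that is silenced by methylation. RNA from YB5 cells given decitabine, carboplatin or both drugs was measured on 3 dual-colour Agilent whole-genome arrays, 1 array per treatment, all on 1 slide. The cells received 4 doses on days 1 to 4 and were harvested on day 6. Decitabine was given at 25 nM. The carboplatin dose is 25 μM in the Results and 20 μM in the Fig. 4 legend and in the sample labels. On each array the green channel (Cy3) held RNA of treated cells and the red channel (Cy5) held RNA of control cells given DMSO, the solvent, by the series description. The sample titles and the paper call these cells untreated. The dyes were exchanged on no array, so a preference of a probe for one dye is part of every change given here. With 1 array per treatment there is no replicate error and no test was run, and the number of arrays limits the precision of every value.

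The deposited scanner files give, for 43376 spots per array that carry gene probes, the mean brightness in both channels and the local background, as read by Agilent's Feature Extraction software, version 9.5.3.1. The median control signal was 295 units on the array labelled decitabine, 311.75 on the array labelled carboplatin and 280 on the array of both drugs. Treated channels were dimmer, with medians of 166, 163 and 167 in the same order, against 153 negative control spots with medians of 56.5, 56 and 57 in that channel. In the treated channel 65.8, 68.4 and 68.5 % of spots were well above background. The sample labels name loess normalization with limma as the authors' processing. Here the mean signals were corrected for background by normexp with an offset of 50, each array was normalized by loess, and control spots and spots marked as outliers were left out. A change is the log2 ratio of treated over control. Spots of 1 probe were averaged, and each of 18628 genes was represented by its brightest probe. Among 264 probes spotted 10 times on each array, the pooled SD of the log2 change was 0.230 on the array labelled decitabine, 0.0751 on the array labelled carboplatin and 0.0770 on the array of both drugs.

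The first 9 columns of spots of the array labelled decitabine, with 10.1 % of its spots, had a control signal of −0.90 on the log2 scale relative to the other arrays. Their median change was 0.75, against −0.02 in the other columns of that array. Values without these columns on any array, with the normalization fitted again, are therefore given as an alternative that was chosen after seeing the data. Without them the pooled SD on the array labelled decitabine was 0.0776. The arrays are named by their sample labels. The genes that Tables S1 and S2 list as changed by carboplatin do not follow these labels. Of their 199 genes, 165 changed at least 1.5-fold in the listed direction on the array labelled decitabine, 23 on the array labelled carboplatin and 93 on the array of both drugs. In the authors' deposited values these counts were 119, 39 and 113. Without the edge columns 54, 15 and 52 of 92 genes of Table S1 rose that far in the same order. Of 53 genes of Table S2, 39, 4 and 37 then fell that far.

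**Figure D1:**
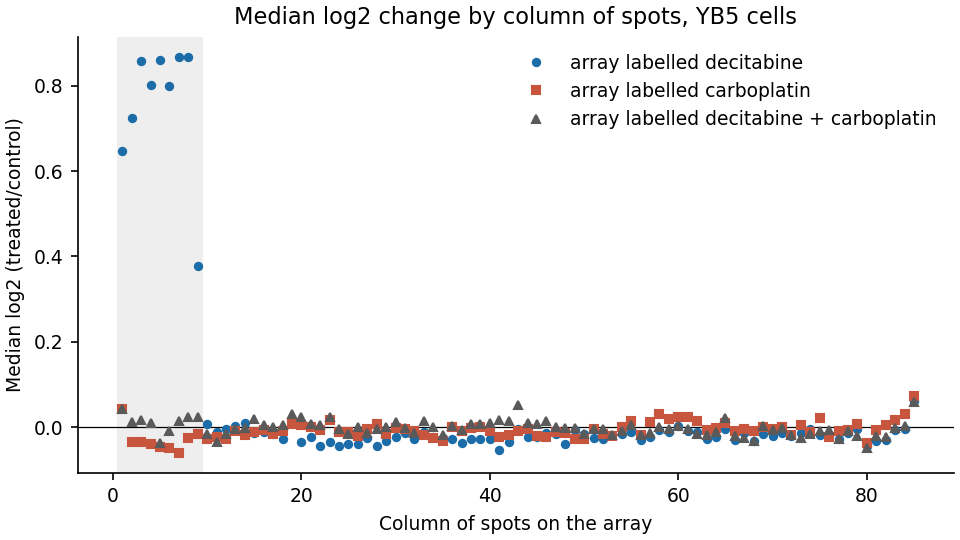
Median log2 ratio of treated over control (y axis) for each column of spots (x axis) on the 3 arrays, after normalization, 1 point per column and array. In the shaded first 9 columns the array labelled decitabine lies well above 0, with a median change of 0.75 over their spots, while the other arrays stay near 0.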

We combined data on gene expression microarrays of untreated and drug-treated YB5 cells with genome-wide DNA methylation data generated using the quantitative, reduced representation-based method called digital restriction enzyme analysis of methylation (DREAM) [21], which queried the methylation status of 9083 gene promoters. Drug treatment consisted of decitabine alone at 25 nM, carboplatin alone at 25 μM, or the two drugs given concurrently. At baseline, there was a strong inverse correlation (*P* < 2 × 10^−16^) between promoter methylation and gene expression as expected, thus confirming the accuracy of the genome-wide measurements. 

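Baseline expression was taken as the mean log2 control signal of a gene over the 3 arrays, after scaling between arrays by limma's Aquantile method. The bottom quartile of genes, 4657 genes, is called silent here and the remaining 13971 genes expressed. Of the silent genes, 4320 had a control channel well above background on no array, so their baseline is known only as a limit. On another scale, the log2 of the uncorrected median control signal averaged over the arrays, 5883 genes lay under 7.08. Table 2 gives that value as the border of silenced genes. The methylation data were not analysed here, so methylated and unmethylated genes are reported together. The control channels of the arrays labelled carboplatin and of both drugs lay at least 1.5-fold apart for 109 genes. The control channel of the array labelled decitabine was that far from the channel of the array labelled carboplatin for 1302 genes and from that of both drugs for 1318 genes, and without the edge columns for 113 and 145 of 17473 genes.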

A plot of expression vs methylation showed data distribution in four quadrants: (Q1) unmethylated and expressed (5697 genes), (Q2) methylated and expressed (1119 genes), (Q3) unmethylated and silenced (479 genes), and (Q4) methylated and silenced (1788 genes) (Fig. 3a, Table 2). Because both decitabine and carboplatin are expected to have effects on gene expression independent of DNA methylation, we analyzed the data in each quadrant separately. We found 1943 genes showing at least 1.5-fold expression change compared to the baseline (Fig. 3b) and analyzed the gene expression changes in each quadrant (Fig. 4). 

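On at least 1 array 4015 of the 18628 genes changed 1.5-fold or more relative to the control channel. The array labelled decitabine had 1970 genes up and 873 down. Fewer genes changed on the array labelled carboplatin, with 515 up and 276 down. With both drugs 1389 genes were up and 1104 down. These are counts on single arrays, and no replicate error stands behind the differences between them. The alternative that moved them by most genes was median centring of each array in place of loess, which gave 4518 genes down on the array labelled decitabine and 3560 on the array labelled carboplatin. Without the edge columns 887 genes were up and 854 down on the array labelled decitabine.

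Of the changed genes, 69.3 % were up on the array labelled decitabine, 65.1 % on the array labelled carboplatin and 55.7 % with both drugs. Median centring turned this split to 27.3, 32.0 and 16.8 %. For the array labelled decitabine the share up was 49.1 % with the processed signals, 49.7 % by the scanner software's log ratio, 50.5 % in the authors' deposited values and 50.9 % without the edge columns. The processed signals gave 54.8 % for the array labelled carboplatin.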

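The share of the expressed genes that rose at least 1.5-fold was 13.7 % on the array labelled decitabine (exact 95 % binomial confidence interval 13.1 to 14.3 %), 3.31 % on the array labelled carboplatin (3.02 to 3.62 %) and 9.28 % with both drugs (8.81 to 9.78 %). A fall of that size was seen for 6.25 % (5.85 to 6.66 %), 1.98 % (1.75 to 2.22 %) and 7.90 % (7.46 to 8.36 %) of them in the same order. These intervals cover counting error only. Median centring moved these shares by most percentage points and put 32.3 % of the expressed genes down on the array labelled decitabine and 25.5 % on the array labelled carboplatin. Without the edge columns the array labelled decitabine had 6.53 % of the expressed genes up and 6.52 % down. Under every alternative the array labelled carboplatin had the smallest share up and the smallest share down of the 3 arrays.

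**Figure D2:**
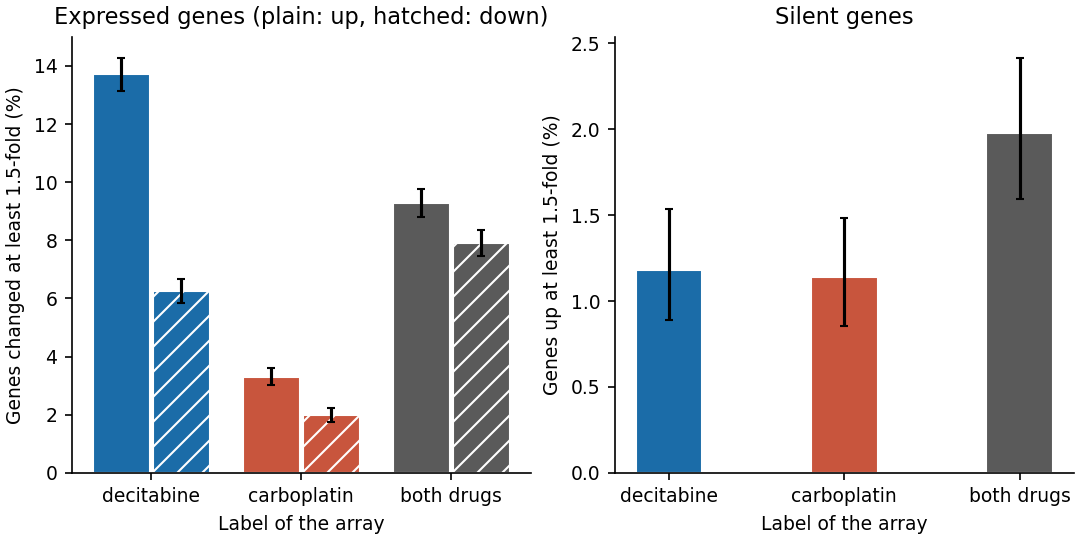
Percent of expressed genes (left) and silent genes (right) that changed at least 1.5-fold, by the label of the array. Bars show 1 array each, error bars the exact 95 % binomial interval of the count, and hatched bars genes that fell. Among expressed genes the array labelled carboplatin has the lowest bars, 3.31 % up and 1.98 % down.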

Carboplatin treatment had the greatest effect on the expressed genes (top three quartiles of gene expression). It increased expression of 13.3 and 13.4 % of unmethylated (quadrant 1) and methylated genes (quadrant 2), respectively. 

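The genes up on the array labelled carboplatin included 462 expressed genes. The largest rise was that of GAGE7, whose probe lies on chromosome X from 49218341 to 49218400 (GRCh37, as in the scanner files for all probes). Its log2 change was 6.14, and 0.11 on the array labelled decitabine, where neither channel was well above background. ACP5 (chromosome 19, 11685525 to 11685584) rose by 3.23. The control signal of PRAME (chromosome 22, 22890206 to 22890265), a silent gene with a pair of probes, was not well above background, so that it was at least 7.78-fold higher in treated cells. Such limits set the treated signal against the lowest control signal well above background on that array and are open to dye bias. RUNX3 (chromosome 1, 25226333 to 25226392) rose by 3.03 and CYP2W1 (chromosome 7, 1029073 to 1029132) by 2.68. For ACP5, RUNX3 and CYP2W1 the changes on the array labelled decitabine were 0.03, −0.38 and −0.25, with RUNX3 below background in both channels there.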

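Table S1 lists 111 genes under mitochondrion and 48 under apoptosis, together 146 different genes, all of them measured. Of these, 125 rose at least 1.5-fold on the array labelled decitabine, 19 on the array labelled carboplatin and 56 with both drugs. Their median log2 change was 1.23, 0.11 and 0.32 in the same order, each above all 10000 random lists of the same size matched on mean expression. The list was chosen by the study on these arrays, so this is no independent evidence. The authors' deposited values moved the first of these most, to 0.59, and under median centring the medians on the array labelled carboplatin and with both drugs lay below 0, at −0.38 and −0.11. Of the 146 genes, 74 (50.7 %) were measured in the edge columns, against 9.54 % of all genes. In these 74 genes the medians were 1.46, −0.10 and 0.10, and for the other 72 genes 0.91, 0.24 and 0.86.

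**Figure D3:**
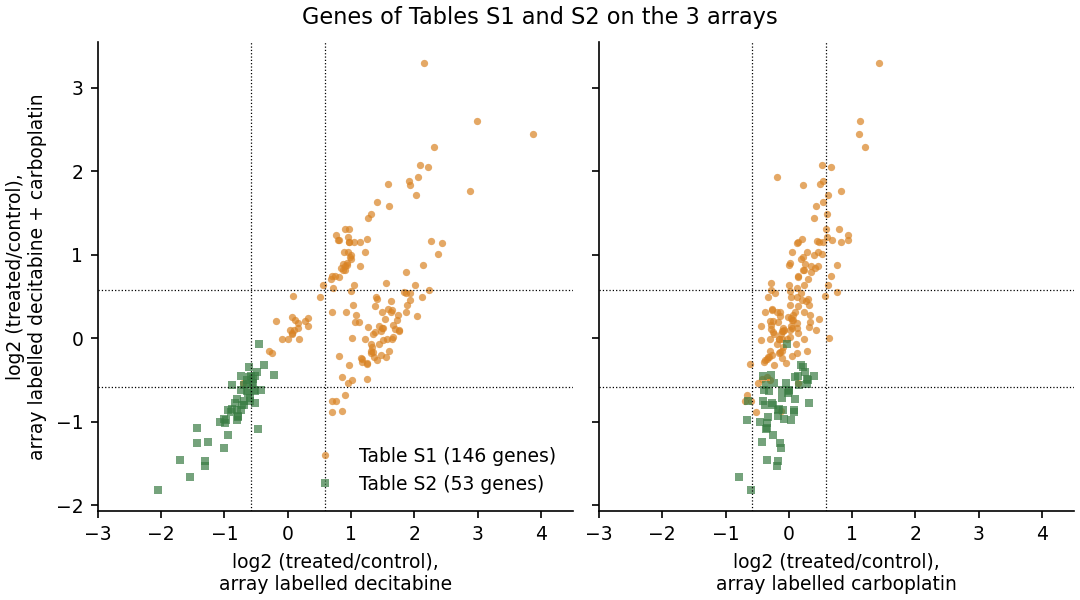
Log2 ratio of treated over control for the genes of Tables S1 and S2, 1 point per gene. The y axis of both panels is the array of both drugs and the x axis the array labelled decitabine (left) or carboplatin (right), with dotted lines at 1.5-fold. On the left 125 genes of Table S1 lie past the right dotted line, on the right 19.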

Functional annotation analysis revealed enrichment for mitochondrial genes and apoptosis (Additional file 1: Table S1). Carboplatin treatment also decreased expression of 6.4 and 7.2 % of unmethylated and methylated genes in quadrants 1 and 2, respectively (Table 2). 

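On the array labelled carboplatin 276 expressed genes and no silent gene fell at least 1.5-fold. The largest fall was that of SCD (chromosome 10, 102123938 to 102123997), with a log2 change of −1.46, against −2.66 on the array labelled decitabine and −2.87 with both drugs. SLPI (chromosome 20, 43880950 to 43881009) changed by −1.36, −1.26 and −1.42 on the arrays labelled carboplatin, decitabine and both drugs. A probe that the files name COX1 and place on chromosome 1 from 567567 to 567626 changed by −1.35 on the array labelled carboplatin, −0.20 on the array labelled decitabine and −0.01 with both drugs. COL29A1, now named COL6A5 (chromosome 3, 130203339 to 130203398), changed by −1.28 and MID1IP1 (chromosome X, 38665342 to 38665401) by −1.11. Signs of these 5 changes held under every alternative. With the processed signals and the scanner log ratio 503 and 421 silent genes fell on that array.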

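The 53 different genes of Table S2, listed under cell division, cell cycle and DNA replication, were all measured, none of them in the edge columns. Of these, 40 fell at least 1.5-fold on the array labelled decitabine, 4 on the array labelled carboplatin and 37 with both drugs. The median log2 change was −0.73, −0.15 and −0.77 in that order. Among the matched random lists these medians lay at percentiles 0, 0.18 and 0. The list was chosen by the study on these arrays, so these percentiles are no independent evidence. The sign of the median was negative on each array under every alternative.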

Downregulated genes were significantly enriched for association with cell division, cell cycle, and DNA replication (Additional file 1: Table S2). Combined treatment with decitabine and carboplatin showed significantly enhanced expression of methylated silenced genes (quadrant 4). 

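With both drugs 92 of the silent genes rose at least 1.5-fold, and the treated signal of all 92 was well above background. Of these, 23 also rose on the array labelled decitabine and 38 on the array labelled carboplatin, while 33 rose on neither. The array labelled decitabine had 55 silent genes up in all and the array labelled carboplatin 53. The change with both drugs was set against the sum of the log2 changes on the single-drug arrays. For 12 of the 92 genes it was above the sum by at least 1.5-fold, for 10 it was below the sum by as much, and for 70 it lay between. The difference from the sum was positive for 61 genes, with a median of 0.21. These genes were picked by a high value on the array of both drugs, which favours a positive difference. Over all silent genes 28 lay above the sum, 59 below it and 19 above the larger single change. Without the edge columns 22 lay above the sum and 25 below. The processed signals moved the count above the sum most, to 1003 silent genes, and median centring the count below it, to 2170. From the larger share of methylated silenced genes that rose with both drugs than with either drug alone, the paper concludes that carboplatin and decitabine act together on these genes.

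**Figure D4:**
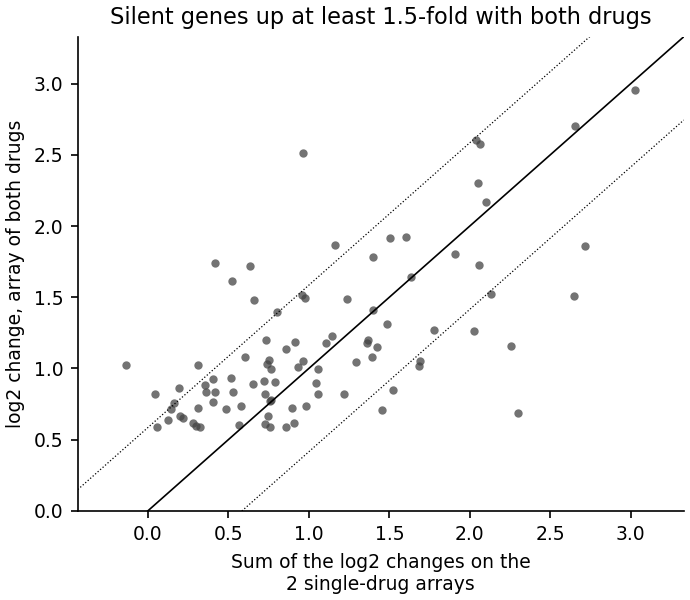
Log2 change with both drugs (y axis) against the sum of the log2 changes on the single-drug arrays (x axis), for the 92 silent genes up at least 1.5-fold with both drugs. The solid line marks equality and the dotted lines a difference of 1.5-fold. Above the upper dotted line lie 12 genes and below the lower one 10.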

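Of the 4657 silent genes, methylated and unmethylated together, 1.18 % rose on the array labelled decitabine (0.891 to 1.53 %), 1.14 % on the array labelled carboplatin (0.854 to 1.49 %) and 1.98 % with both drugs (1.60 to 2.42 %). The interval with both drugs lies above those of the single drugs. Median centring moved these shares by most percentage points, to 31.5 % on the array labelled carboplatin. The array of both drugs did not have the highest share under median centring, with the median signals without background subtraction, where 3.71 % rose on the array labelled decitabine and 1.87 % with both drugs, or in the authors' deposited values, where these shares were 2.62 and 2.34 %. Without the edge columns the shares were 0.710, 1.03 and 1.90 %.

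The largest rise of a silent gene with both drugs that was measured in both channels was that of ABCA12 (chromosome 2, 215798845 to 215798904), with a log2 change of 2.70, against 2.52 on the array labelled decitabine and a signal below background on the array labelled carboplatin. PTAFR (chromosome 1, 28476154 to 28476213) rose by 2.61. For the genes that follow, also among the 10 largest rises, the control signal was not well above background. PRAME was at least 5.94-fold higher with both drugs, COL5A1 (chromosome 9, 137734552 to 137734611) at least 5.16-fold and TMPRSS8P (chromosome 16, 2889766 to 2889825) at least 4.05-fold. The limits for ICAM2 and SOHLH1 were 3.94-fold and 2.98-fold. For PDIA2 (chromosome 16, 336603 to 336662) and LOC84740 the control signal was brighter than the signal such limits are set against, so that no limit is given. On the array labelled decitabine PRAME, PDIA2, ICAM2, LOC84740 and SOHLH1 were below background in both channels, and on the array labelled carboplatin ABCA12 and COL5A1 were.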

Decitabine alone (at this very low dose) upregulated expression of 1.2 % genes, carboplatin upregulated 1.6 % genes, while decitabine plus carboplatin combined upregulated 2.5 % (44 of 1778) methylated silenced genes (Table 2). 

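All 13 different genes of Table S3, listed under regulation of apoptosis, cell adhesion and integrin signaling, were measured, and 9 of them were among the silent genes. With both drugs 12 rose at least 1.5-fold, on the array labelled decitabine 2 and on the array labelled carboplatin 5. The median log2 change was 1.01 with both drugs, 0.18 on the array labelled decitabine and 0.43 on the array labelled carboplatin. These medians lay at percentiles 100, 99.7 and 100 among matched random lists. In the edge columns 4 of the 13 genes were measured. The study chose this list on the array of both drugs.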

Functional annotation analysis of the genes upregulated by the combination showed enrichment for positive regulation of apoptosis, cell adhesion, and integrin signaling (Additional file 1: Table S3).

**Fig. 3:**
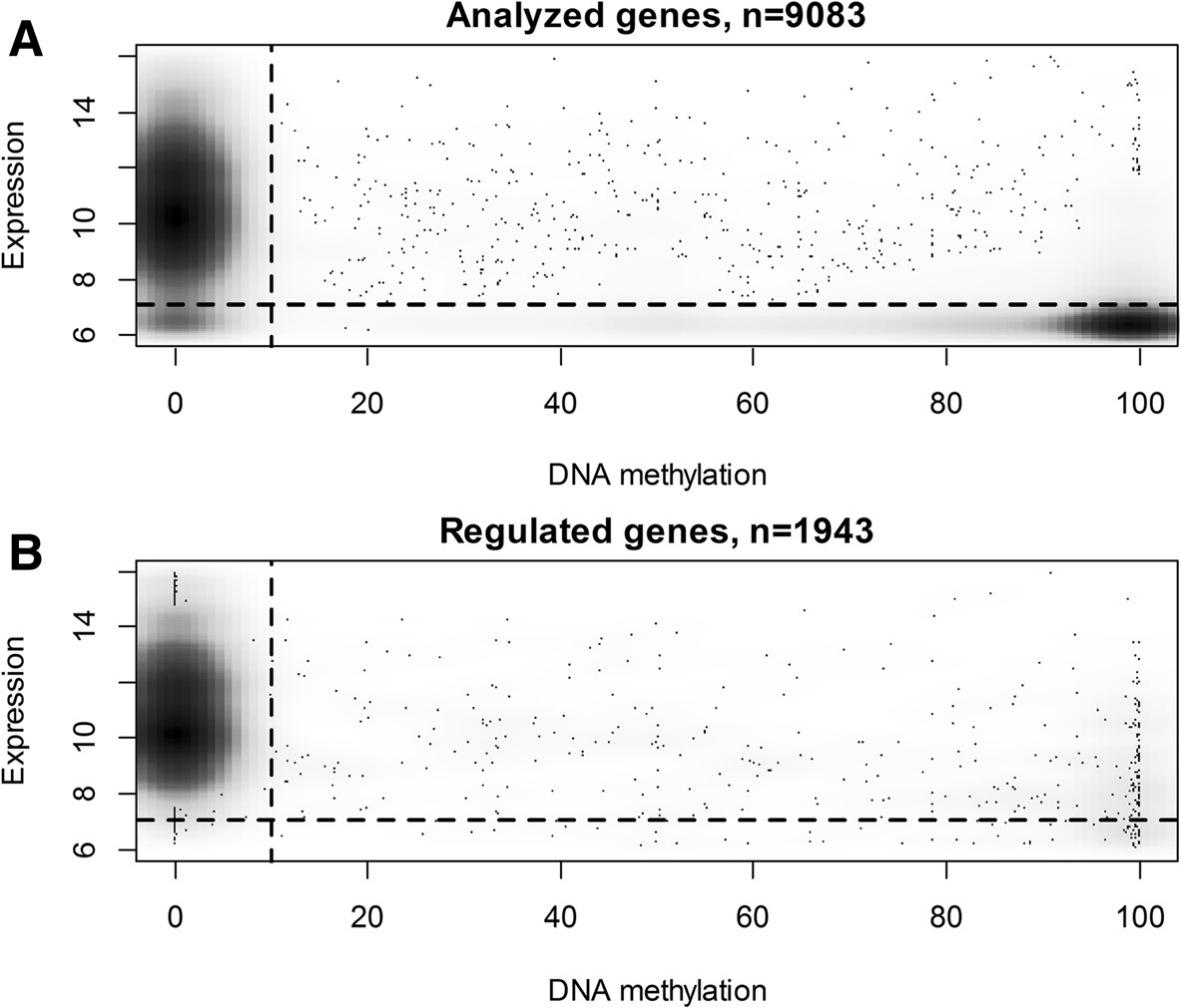
Baseline gene expression and DNA methylation in YB5 cells. **a**. Percent DNA methylation at CpG sites within ±500 bp from TSS of 9083 genes (*x*-axis) vs gene expression at baseline (*y*-axis). **b**. Baseline methylation vs expression for the subset of regulated genes showing expression changes ≥1.5-fold after treatment with decitabine, carboplatin, or their combination. The *broken line* divides the data into four quadrants: (*Q1*) *upper left*, unmethylated expressed genes; (*Q2*) *upper right*, methylated expressed genes; (*Q3*) *lower left*, unmethylated silenced genes; and (*Q4*) *lower right*, methylated silenced genes

**Table 2:** Effect of drug treatment on gene expression in YB5 cells

Methylation	Expression	Quadrant	Analyzed genes	Regulated genes	Change	DAC	Carbo	DAC + Carbo	*P* value^*^
<10 %	≥7.08	Q1	5697	1514	Up	177	755	527	<0.0001
					Down	58	365	312	<0.0001
≥10 %	≥7.08	Q2	1119	334	Up	64	150	149	<0.0001
					Down	14	81	61	<0.0001
<10 %	<7.08	Q3	479	22	Up	4	15	7	0.0224
					Down	0	0	0	n/a
≥10 %	<7.08	Q4	1788	73	Up	21	29	44	0.0119
					Down	1	0	0	n/a

^*^Chi-square test

**Fig. 4:**
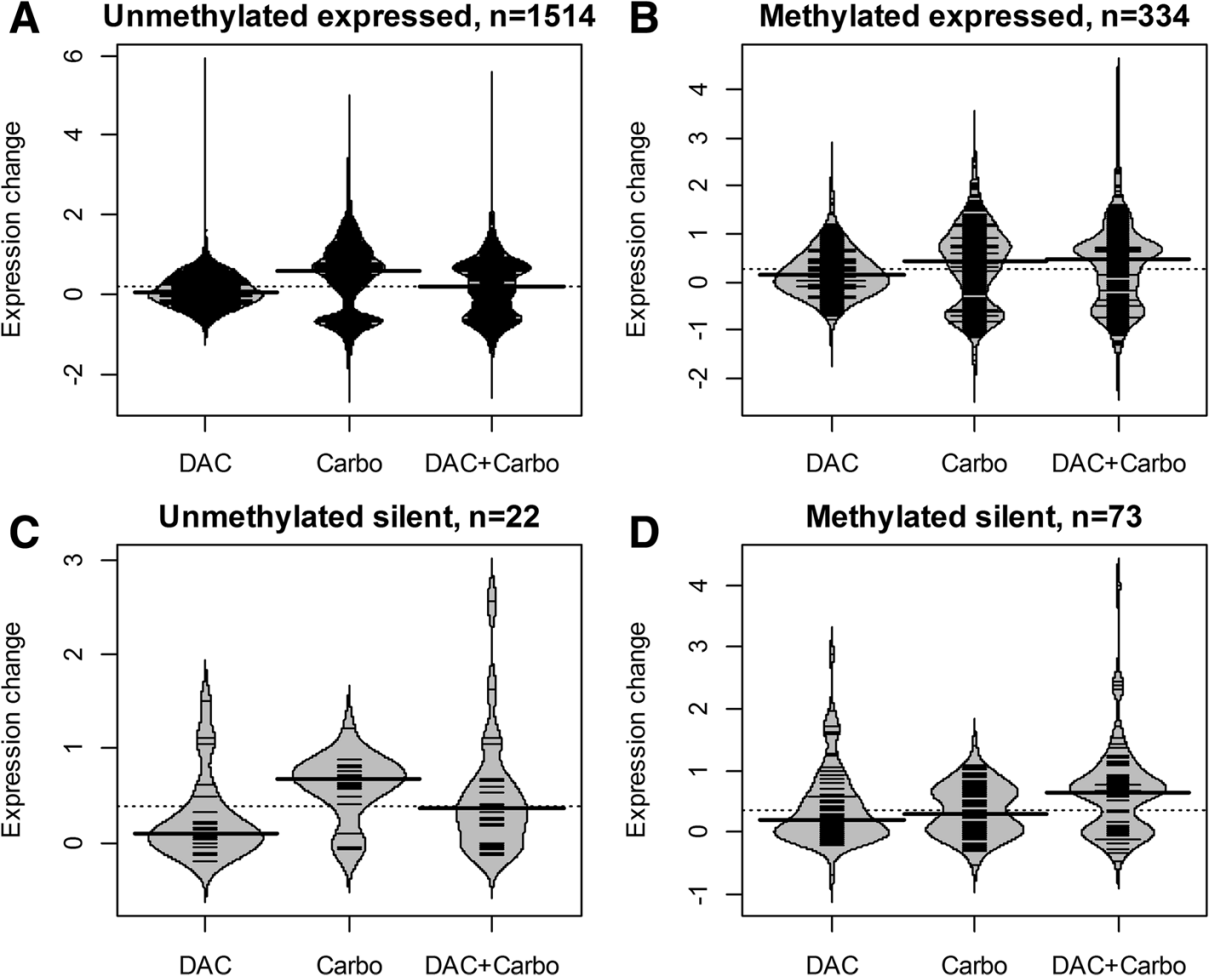
Gene expression changes in YB5 cells after drug treatment. *Beanplots* show changes of expression in 1943 regulated genes compared to baseline after treatment of YB5 cells with decitabine 25 nM (DAC), carboplatin 20 μM (Carbo), and their combination (DAC + Carbo) in the four quadrants defined in Fig. 3. The *width of the shape sacks* represents histograms of data density. The *short lines* inside the shapes depict individual data points. *Thick horizontal bars* show medians. The *dotted line* behind the shapes shows median of data in all three columns. The expression changes are plotted in log2 units. **a**–**c** Carboplatin treatment results in the largest gene expression changes. **d** Reactivation of methylated silenced genes by combined treatment with decitabine and carboplatin

Thus, at this very low dose, decitabine had a modest effect on the expression of unmethylated genes while activating a subset of repressed genes. 

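The largest rise on the array labelled decitabine was that of ATF3 (chromosome 1, 212793856 to 212793915), with a log2 change of 5.13, against −0.02 on the array labelled carboplatin and 4.42 with both drugs. GDF15 (chromosome 19, 18499890 to 18499949) rose by 4.96, and by 1.65 and 5.13 on the arrays labelled carboplatin and both drugs. FDXR (chromosome 17, 72858650 to 72858709), whose only probe lies in the edge columns, rose by 3.87, SULF2 (chromosome 20, 46286424 to 46286483) by 3.63 and DQX1 (chromosome 2, 74745351 to 74745410) by 3.62. After SCD, the largest falls were those of CLRN3 (chromosome 10, 129676308 to 129676367) with −2.56, MACROD2 with −2.48, HIST1H4C with −2.23 and LGR6 with −2.19. On the array labelled carboplatin CLRN3 changed by −0.51 and LGR6 by −0.38. The largest changes with both drugs were those of GAGE7, GDF15, UCA1, ACP5 and ATF3 among genes that rose, and of MACROD2, SCD, IL1R2, CLRN3 and PRR15L among genes that fell. UCA1 rose by 4.57, IL1R2 changed by −2.70 and PRR15L by −2.52. The second probe of IL1R2 changed the other way on the array labelled decitabine.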

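Among expressed genes, the change with both drugs lay at least 1.5-fold above the sum of the single-drug changes for 302 genes, at least 1.5-fold below it for 1350 genes, and that far above the larger single change for 89 genes. The edge columns raised the sum, and without them 304 expressed genes lay above the sum and 210 below. The largest excess was that of FAM198B, now named GASK1B (chromosome 4, 159045926 to 159045985), with 2.54 on the log2 scale and changes of −0.20, 0.09 and 2.43 on the arrays labelled decitabine, carboplatin and both drugs. TRIM49 had an excess of 1.81, TLE1 of 1.77, KRT17 of 1.63 and DYNC1I2 of 1.59. For TRIM49, TLE1 and DYNC1I2 the excess came from falls on the single-drug arrays, and with both drugs they changed by 0.30, 0.24 and 0.13. Other probes did not share these values. The second probe of TLE1 changed by −0.55, 0.39 and −0.20 on the arrays labelled decitabine, carboplatin and both drugs, and other probes of DYNC1I2 by −0.29, −0.17 and −0.42 and by −0.21, −0.022 and −0.37. The largest deficits were those of FDXR with −2.52, FAM43A with −2.31, RPL29P2 with −2.27, CDT1 with −2.25 and SNRPD3 with −2.18. FDXR, FAM43A and SNRPD3 were measured in the edge columns alone. Without these columns CDT1 was measured by its second probe and changed by 0.26 on the array labelled decitabine. The treated signal of TRIM49 was not well above background on the single-drug arrays.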

Carboplatin (used at the IC50 dose) both activated and repressed unmethylated genes, and showed significant synergy with decitabine for those genes showing a high degree of promoter methylation (i.e., epigenetic synergy).

### Epigenetic synergy is independent of DNA demethylation

To search for mechanisms of enhanced gene transcription by the combination, we first examined DNA methylation. Carboplatin at 25 μM alone had no effects on methylation of the long interspersed nuclear element 1 (LINE-1) repetitive elements across the genome or on the CMV promoter methylation. After treatment with decitabine at 25 nM, LINE-1 methylation decreased from 48 to 22 %. When carboplatin at 25 μM was added to decitabine, it decreased only to 35 % compared with decitabine alone (Fig. 5a). Similarly, CMV methylation was 82 % in untreated YB5 cells as measured by bisulfite pyrosequencing. Decitabine treatment decreased methylation to 28 %, but the addition of carboplatin to decitabine dampened the decrease to 42 % (Fig. 5a). A possible explanation for the reduced hypomethylating effect is that carboplatin induced cell cycle arrest, resulting in less incorporation of decitabine into DNA and less inhibition of DNA methyltransferase activity. Indeed, flow cytometry analysis showed that carboplatin induced cell cycle arrest in the G2/M phase in a dose-dependent manner (Fig. 5b). The G2/M proportion in control and decitabine-treated cells was 10 and 12 %, respectively, but the addition of carboplatin at 25 μM increased it to 38 and 46 %, respectively. By contrast, the percentages of G0/G1 cells in control and decitabine-treated cells were 67 and 68 %, respectively, but the addition of carboplatin decreased this to 40 and 28 %, respectively (*P* < 0.0001, chi-square test).

**Fig. 5:**
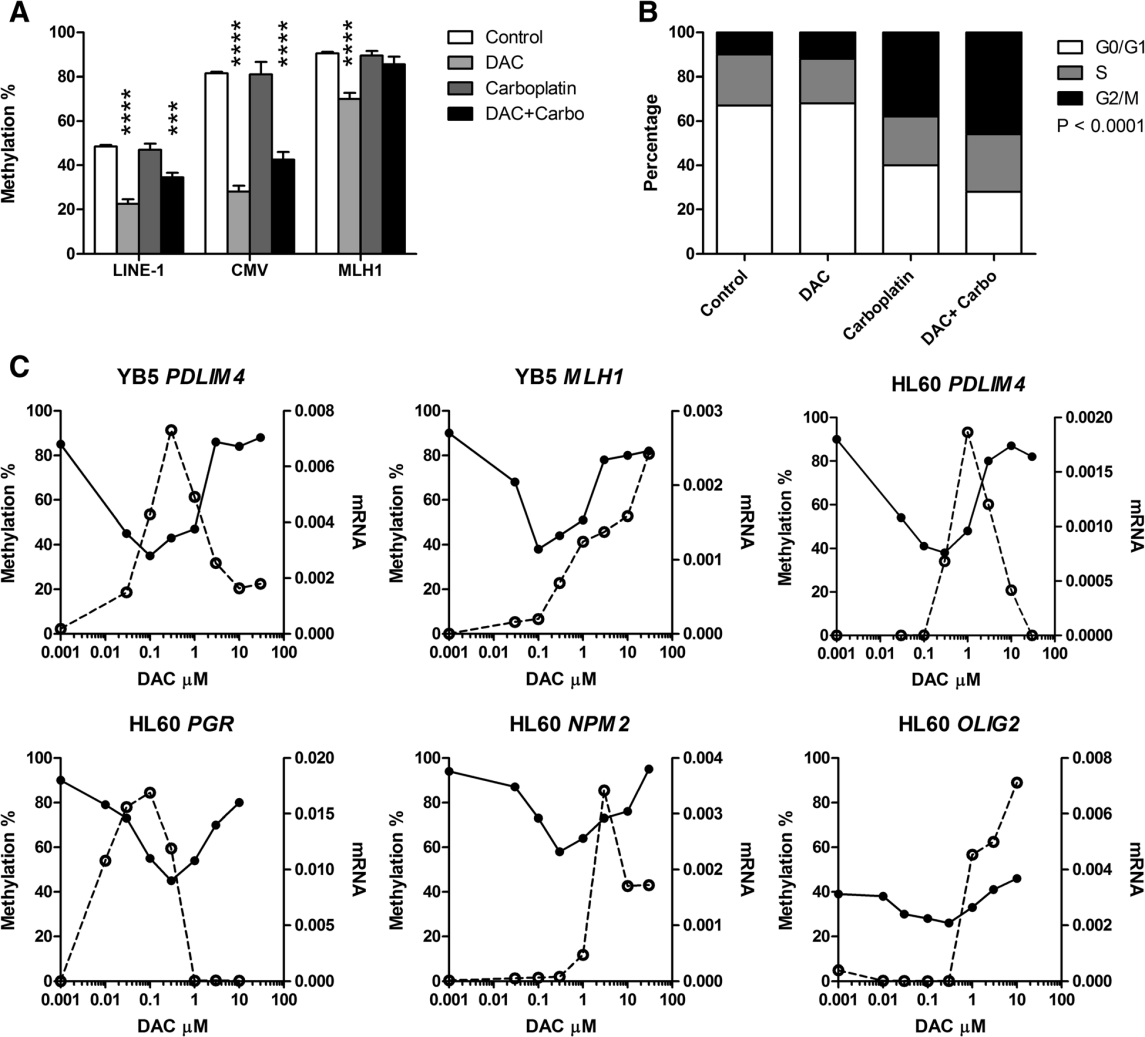
Correlation between gene expression and hypomethylation. **a**. Carboplatin did not induce hypomethylation of DNA. YB5 cells were treated with decitabine 25 nM, carboplatin 25 μM, and decitabine + carboplatin for 4 days, respectively. DNA methylation at LINE-1, CMV, and *MLH1* promoter CpG islands was analyzed by bisulfite pyrosequencing. Statistical significance of Bonferroni-corrected *t* tests is shown by *asterisks* (***P < 0.001, ****P < 0.0001). **b**. Carboplatin induced cell cycle arrest in the G2/M phase. YB5 cells were treated as described above and cell cycle distribution in G0/G1, S, and G2/M was measured by flow cytometry after propidium iodide staining and analyzed with the Chi-square test (*P* < 0.0001). **c**. Decitabine induced hypomethylation and gene expression in a dose-dependent manner. YB5 and HL60 cells were treated with a variety of logarithmically equally spaced concentrations of decitabine ranging from 0.03 to 30 μM. DNA methylation (*left x-axis*, *solid lines*) and mRNA expression (*right x-axis*, *dotted lines*) of *MLH1*, *PDLIM4*, *PGR*, *OLIG2*, and *NPM2* genes were measured by bisulfite pyrosequencing and qPCR, respectively

These data show that synergy in gene activation cannot be explained by enhanced hypomethylation of promoter DNA. Generally, decitabine induces hypomethylation at low doses and cytotoxic effects or a DNA damage response that limits hypomethylation at higher doses [12]. It remains unclear how the hypomethylation response at different doses correlates with gene activation, and the carboplatin synergy data suggests a potential disconnect between the two. To test this further, we examined DNA methylation and reactivated gene expression at different doses. As previously reported [22], decitabine-induced hypomethylation followed a U-shaped pattern in YB5 and HL60 (Fig. 5c), with inhibited hypomethylation induction at higher drug concentrations. The doses of decitabine that induced maximum hypomethylation were the same for all the genes tested in the respective cell line (Fig. 5c). For example, decitabine at 100 nM induced maximum hypomethylation for *PDLIM4* and *MLH1* in YB5 while 300 nM induced maximum hypomethylation of *PDLIM4*, *PGR*, *NPM2*, and *OLIG2* in HL60. However, the gene expression response to decitabine was quite variable. Some genes (*PDLIM4* and *PGR*) followed a strict inverse correlation between methylation and expression, but for others (*MLH1* and *OLIG2*), we observed a different pattern whereby high drug concentrations induced a high degree of activation, despite dampening of the hypomethylation response (Fig. 5c), just as observed when carboplatin was added to decitabine.

### Decitabine and carboplatin synergy in chromatin remodeling

As shown by the gene expression studies above and earlier studies in this model [18, 19], gene transcription cannot be explained solely by DNA hypomethylation, but is more closely related to chromatin remodeling. We therefore examined whether platinum compounds affect histone modifications and methyl-binding occupancy. By Western blots, we found no consistent effects of carboplatin or the combination on global levels of modified histones or expression of methyl-CpG-binding domain protein 2 (MBD2) or methyl-CpG-binding protein 2 (MECP2) (data not shown). We then used chromatin immunoprecipitation (ChIP) and qPCR at five silenced gene loci (*CMV*, *p16*, *ESR1*, *RARß-2*, and *MLH1*) to study this further. For the active chromatin mark H3K4me3 (Fig. 6a), decitabine alone increased enrichment an average of 3.1-fold (range 1.7–4.4), carboplatin increased enrichment an average of 2.3-fold (range 1.7–2.9), while the combination increased enrichment an average of 4.4-fold (range 2.6–5.5-fold, *P* < 0.0001 for the drug effect analyzed by two-way repeated measure ANOVA). Similar results were seen for H3K9Ac, another mark of gene activation. Compared to controls, mean enrichment was 1.7-fold with decitabine, 1.9-fold with carboplatin, and 3.2-fold with the combination (*P* < 0.0001 for the drug effect, Fig. 6b). For silencing histone marks, we found no substantial enrichment for H3K27me3 at these loci, consistent with published data on an inverse correlation between DNA methylation and H3K27me3 in cancer cells [23], and H3K9me2 gave inconsistent results, likely due to the lack of a good antibody (data not shown). We therefore focused on other components of the silencing complex. DNA methylation recruits methyl-binding proteins that are associated with histone deacetylases and a repressive complex, leading to gene silencing. ChIP for MBD2 binding (Fig. 6c) showed reduced enrichment (compared to control) of 0.58-fold, 0.43-fold, and 0.31-fold for decitabine, carboplatin, and the combination, respectively (*P* < 0.0001 for the drug effect, Fig. 6c). For MECP2 (Fig. 6d), we also saw reduced enrichment (compared to control) of 0.77-fold, 0.46-fold, and 0.46-fold for decitabine, carboplatin, and the combination, respectively (*P* < 0.0001 for the drug effect).

**Fig. 6:**
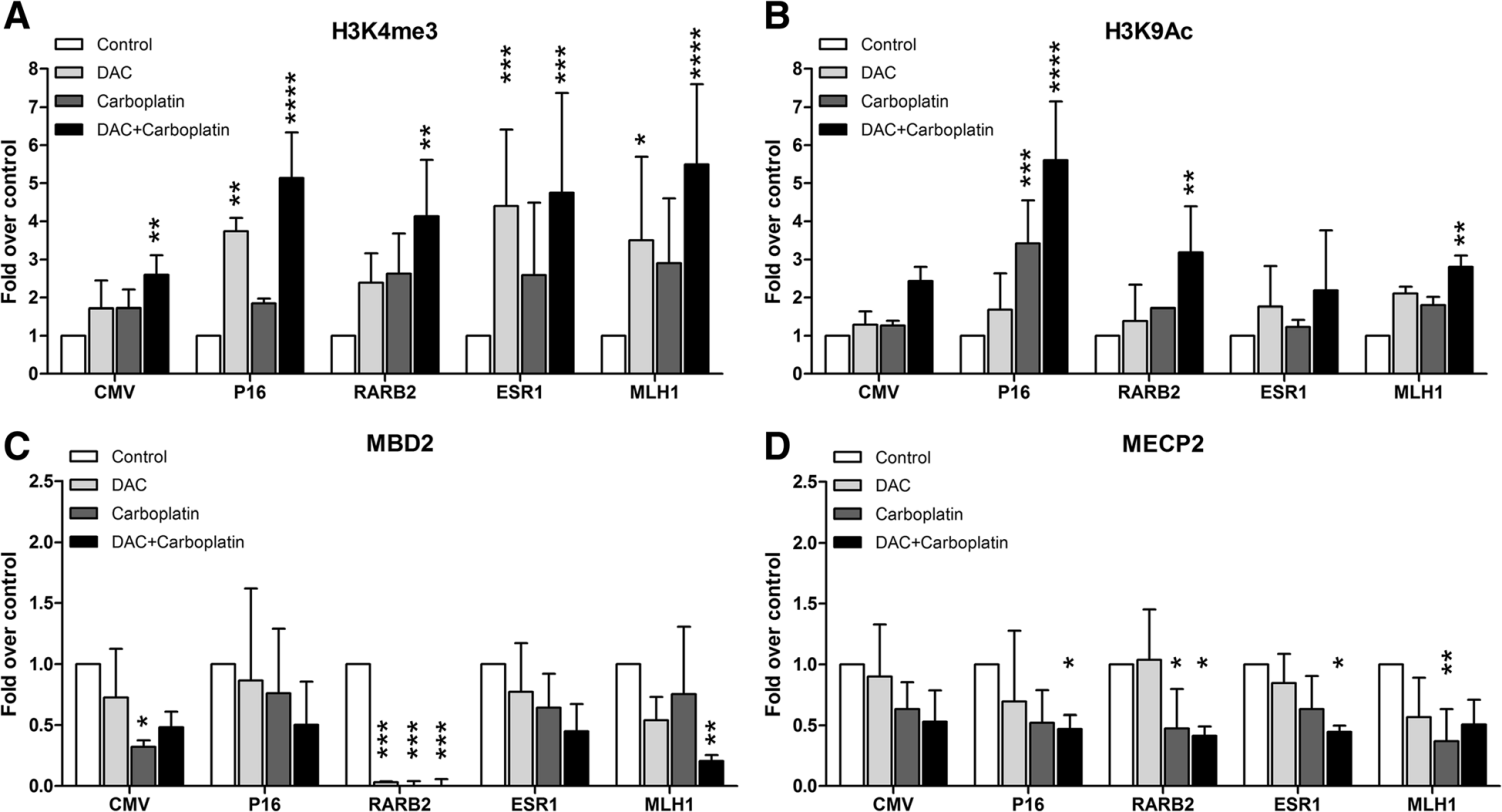
Decitabine and carboplatin modulate histones and methyl-binding proteins. We treated YB5 with 25 nM decitabine and/or 25 μM carboplatin for 4 days. Subsequently, we performed chromatin immunoprecipitation in YB5 controls and treated cells with antibodies against H3K4me3 (**a**), H3K9Ac (**b**), MBD2 (**c**), and MECP2A (**d**). We analyzed the abundance of the activation histone marks (H3K4me3, H3K9Ac) and methyl-binding proteins (MBD2, MECP2) at promoters of CMV, *p16*, *RARB2*, *ESR1*, and *MLH1*. Statistical significance of Bonferroni-corrected *t* tests is shown by *asterisks* (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001)

### HP1α targeting by carboplatin

HP1 is a key mediator of gene silencing induced by promoter DNA methylation. Previous studies indicated shifts in localization of HP1 in response to DNA damage [24]. We therefore examined HP1α, HP1β, and HP1γ expression in nuclear and cytosolic proteins from the YB5 cell line after drug exposure. HP1β and HP1γ were expressed in both nuclear and cytoplasmic fractions and were unaffected by decitabine and/or carboplatin treatment. By contrast, HP1α was only present in the nuclear fraction (Fig. 7a). Treatment with carboplatin alone reduced HP1α protein expression, and the combination of carboplatin and decitabine resulted in marked reduction in HP1α levels in the nucleus (Fig. 7a). This HP1α (*CBX5*) gene repression by carboplatin was also detectable at the level of mRNA expression (Fig. 7b). The data suggested that HP1α repression could be a key mediator of the observed epigenetic synergy. To test this directly, we performed stable short hairpin inhibitory RNA (shRNA) knockdown of HP1α in YB5 cells. Compared with the scrambled shRNA control, knockdown of HP1α partially phenocopied the effects of carboplatin by increasing expression of several hypermethylated genes such as *GFP*, *PDLIM4*, and *RASSF1A* after low-dose decitabine treatment (Fig. 7c). Knockdown of HP1α had little effect on genes with unmethylated promoters (Fig. 7d).

**Fig. 7:**
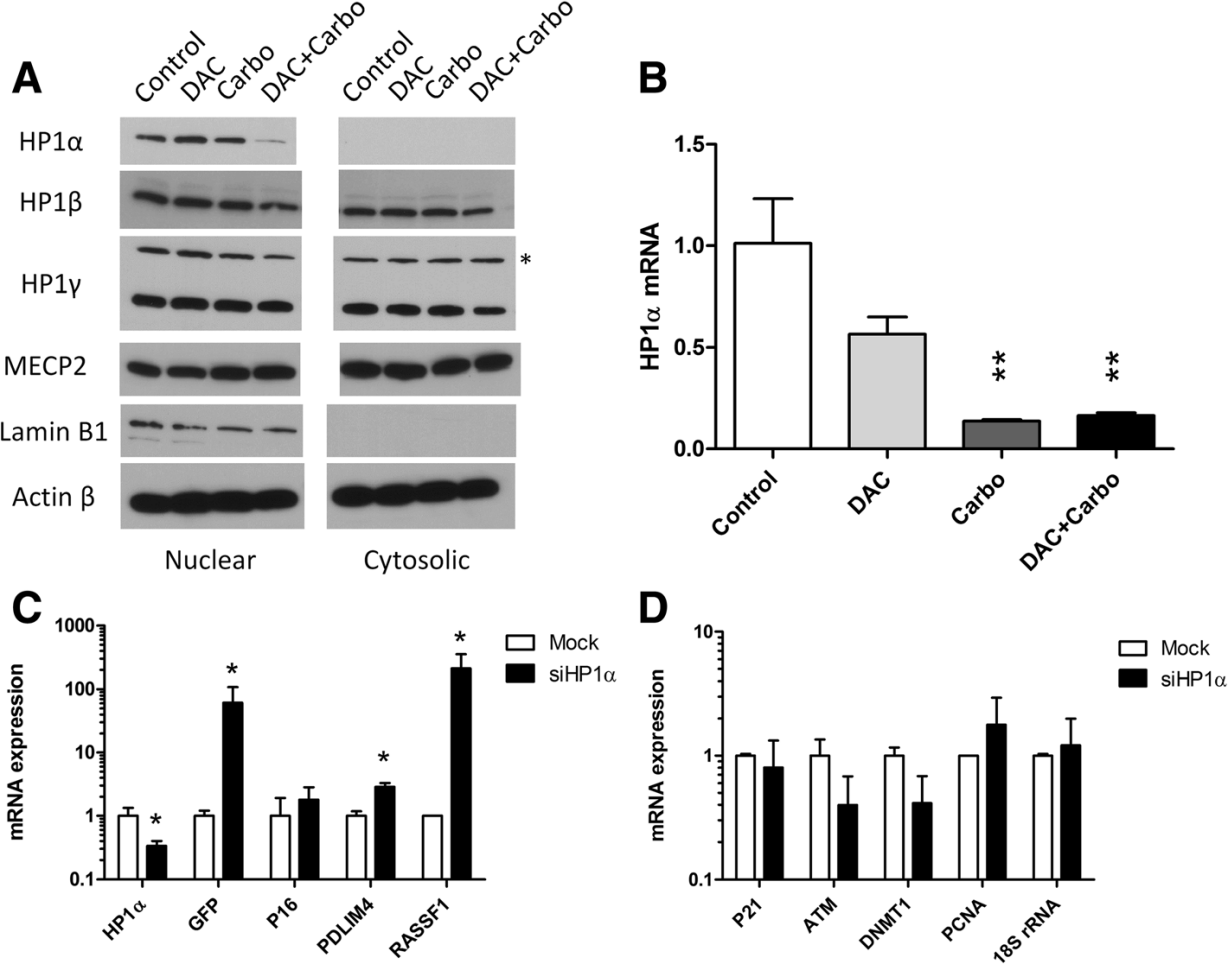
Carboplatin inhibits HP1α in the YB5 Cells. **a**. Effects of drug treatment on the expression of HP1 proteins. We isolated cytosolic and nuclear proteins and performed Western blot analysis of HP1α, HP1β, and HP1γ (* marks a non-specific band). Lamin B1 was used as the internal control for nuclear protein expression. β-actin was used as a control for both nuclear and cytosolic proteins. **b**. Expression of HP1α (*CDX5*) mRNA after drug treatment measured by real-time PCR and normalized to GAPDH. Statistical significance of gene expression changes was analyzed by one-way ANOVA (*P* = 0.005), and Tukey’s multiple comparison tests were used to analyzed the effects of the drug treatments compared to control (**P < 0.01). **c**. siRNA knockdown of HP1α increased expression of genes hypermethylated in the YB5 cells. The expression levels from four experiments were normalized to GAPDH and compared using *t* test (*P < 0.05). **d**. Knockdown of HP1α had little effect on genes with unmethylated promoters (*P* > 0.05)

## Discussion

Better therapeutic strategies or targets for drug development are needed to improve the efficiency of epigenetic therapy, expand it to less responsive cancers, and overcome resistance. Here, we used a live cell-based assay to evaluate the epigenetic effects of the hypomethylating drug decitabine in combination with a number of anti-cancer drugs that are currently active in the clinic.

Most of the chemotherapeutics we tested had limited effects when used on their own. In order to increase the effects of low-dose decitabine treatment, we searched for a synergistic combination that would be worth pursuing clinically. The combination of decitabine with the DNA cross-linking agent carboplatin was most effective at gene reactivation of both GFP and endogenous genes. Mechanism wise, we show that both decitabine and carboplatin reduced binding of MBPs to hypermethylated genes as well as inhibited HP1α, resulting in an increase in H3K4me3 and H3K9 acetylation, the active histone marks associated with gene reactivation. The fact that decitabine and platinum analogs exerted their effects through different mechanisms makes this combination intriguing and suggests potential applicability in the clinic. In terms of epigenetic therapy, the most effective drug combination previously reported is DNA methyltransferases inhibitors and HDAC inhibitors [27]. However, the clinical results on this combination have been disappointing in randomized clinical trials to date [28, 8], perhaps because of limited single-agent activity of HDAC inhibitors. Combination therapy using a hypomethylating agent with cytotoxic platinum analogs might be a more effective way to achieve a better response, particularly in solid tumors. Synergy of decitabine with platinum analogs has previously been reported in multiple tumor models [29–31], and the combination of decitabine with carboplatin showed promising effects in several clinical trials in platinum-resistant ovarian cancer [32–35]. This was explained by reactivation of genes silenced by DNA methylation such as the mismatch repair gene *MLH1* [29, 20, 12]. In this study, we suggest that disruption of HP1α binding is an additional mechanism to explain the synergy seen in the combination of decitabine with carboplatin.

It is important to note that we investigated low doses of decitabine in the synergy experiments described here. In contrast to the maximum tolerated dose approach used for conventional cytotoxic therapy in cancer, epigenetic therapy is most effective using low-dose regimens for DNA demethylating agents [25, 26]. Indeed, decitabine used at the low concentration of 25 nM induced significant hypomethylation and gene reactivation in YB5 cells with negligible toxicity and no effect on the cell cycle. This dose is even lower than the peak concentration of decitabine achieved with current treatment regimens, and the data are consistent with our observation in clinical trials that treatment of cancer cells with clinically relevant low doses of decitabine and azacitidine can exert sustained antitumor effects and are less toxic [25, 8]. Nevertheless, we also found that the gene expression response to decitabine at different concentrations was quite variable for different genes, even though the demethylation pattern was very similar. At higher doses, decitabine significantly increased gene expression of some hypermethylated genes without additional effects on DNA methylation. It is possible that decitabine-induced cytotoxicity and DNA damage at high doses might recruit a complex of transcription factors or other pathways, resulting in increased gene reactivation independent of DNA demethylation. These data illustrate the complexity of the dose-response with hypomethylating drugs and point to the potential use of different doses depending on the desired molecular outcome.

We screened the combination of decitabine with several categories of DNA-damaging agents; however, only platinum analogs showed epigenetic synergy. We examined several possible mechanisms for carboplatin-induced gene reactivation. Carboplatin forms interstrand and intrastrand cross-linking with guanine (G), which is likely to influence DNA-binding protein complexes either through blocking DNA-binding sites or changing DNA configuration. However, it is unlikely that this acts on every gene reactivated in enough cells to have a measurable effect on gene expression, leading us to consider indirect mechanisms. We found no direct effects of carboplatin on DNA methylation or bulk histone modifications, but we did document substantial nuclear HP1α depletion, particularly in the decitabine/carboplatin combination. Interestingly, siRNA to HP1α partially phenocopied the effects of carboplatin.

HP1 is a major element in the DNA damage response recruited to the sites of DNA damage [36–38]. Double-strand breaks in DNA promote transient formation of repressive chromatin through loading HP1 [39]. However, our data suggest that, at least for platinum drugs, the opposite effect on HP1α can also be seen. Intriguingly, loosening of HP1 from DNA shortly after induction of DNA damage has been reported [40]. It is possible that with longer time, HP1α is actually degraded, resulting in the depletion we observed. HP1α is part of a central pathway for epigenetic silencing whereby DNA methylation recruits MBPs which in turn recruit HDACs and HMTs. This results in histone H3K9 methylation which triggers HP1 binding, chromatin condensation, and a silenced state that, itself, may trigger more DNA methylation [41-43]. The HP1 variants in mammalian cells include HP1α, HP1β, and HP1γ. However, we observed that carboplatin mainly inhibited HP1α, which was the only purely nuclear HP1 family member. All HP1 proteins share the same architecture that consists of a chromodomain and a chromoshadow domain, connected by a hinge. HP1α shows unique DNA-binding properties in that it binds preformed nuclear chromatin through strong HP1-hinge–DNA interactions rather than through its chromodomain [44]. The DNA-binding activity of the hinge contributes to the high affinity and selective binding of HP1α to tetranucleosomes containing H3K9me3 [45]. This unique binding pattern may explain the selective degradation of HP1α by DNA cross-linking. It is also worth noting that the non-cross-linking O6-guanine methylating agent temozolomide [46] also showed synergistic reactivation of GFP expression in YB5 cells at high doses (Table 1). Carboplatin has been shown to deplete methylguanine methyltransferase [47], and it is therefore possible that an increase in genome-wide O6-guanine methylation may be involved in the observed gene reactivation.

## Conclusions

In summary, using this live cell screening system, we uncovered unexpected epigenetic synergy between decitabine and platinum analogs which is worth pursuing clinically. While decitabine is currently being used as a “priming” therapy to sensitize to platinum, our data suggest that the two drugs could potentially be administered concurrently to maximize dual cytotoxic and epigenetic effects.

## Availability of supporting data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [58] and are accessible through GEO Series accession number GSE66296.

## Methods

### Cell culture and treatment protocols

The human colon cancer cell line SW48 and leukemia cell lines HL60 and K562 were obtained from American Type of Culture Collection. SW48 was grown in L-15 medium plus 10 % fetal calf serum (FCS) in plastic tissue culture plates in a humidified atmosphere containing 1 % CO_2_ at 37 °C. Leukemia cell lines were grown in RPMI 1640 medium supplemented with 10 % FCS in a humidified atmosphere containing 5 % CO_2_ at 37 °C. For the growth inhibition assay, cells were split at a density of 1 × 10^5^/mL in 5 mL of medium 24 h before treatment. Different concentrations of drugs were added to the medium either separately or in combination. The doses that inhibited 50 % proliferation (IC50) were analyzed by the median-effect method. We used fixed ratios of 1/8, 2/8, 3/8, 4/8, 6/8, and 8/8 IC50 for decitabine and carboplatin for each respective cell line. In vitro cytotoxicity was assayed in triplicate by the following experimental conditions: control, decitabine, tested drug (listed in Table 1), and decitabine + tested drug. The proportion of live cells in treated plates was measured by counting cells in hemocytometer based on trypan blue exclusion. The effects of combinations were estimated using the CalcuSyn software (Biosoft) based on the median-effect method by Chou and Talalay [48].

### FACS analysis

GFP expressing cell percentages were measured using a Becton Dickinson FACSCalibur Flow Cytometer at the University of Texas MD Anderson Cancer Center Flow Cytometry Core Facility. For GFP reactivation after a 96-h incubation with daily decitabine, the cells were trypsinized and resuspended in growth medium. Cell cycle analysis was performed by DNA quantitation after propidium iodide staining. Flow cytometry data were processed using FlowJo software (Tree Star, Inc, Ashland, OR).

### Bisulfite pyrosequencing for methylation analysis

Bisulfite treatment was performed as reported previously [49, 50]. Genomic DNA was denatured by 0.2 M NaOH at 37 °C for 10 min followed by incubation with freshly prepared 30 μL of 10 mM hydroquinone and 520 μL of 3 M sodium bisulfite (pH 5.0) at 50 °C for 16 h. DNA was purified with a Wizard Miniprep Column (Promega, Madison, WI), desulfonated with 0.3 M NaOH at 25 °C for 5 min, precipitated with 2.5 M ammonium acetate and ethanol, and dissolved in 50 μL of TE buffer (Tris-HCl 10 mM, EDTA 1 mM, pH 8.0). Bisulfite-treated DNA (40–80 ng) was amplified with gene-specific primers by polymerase chain reaction (PCR). Primer sequences for the five genes and LINE-1 elements analyzed are shown in Additional file 2: Table S4. We measured levels of DNA methylation as the percentage of bisulfite-resistant cytosines at CpG sites by pyrosequencing with the PSQ HS 96 Pyrosequencing System (Biotage, Charlottesville, VA) and Pyro Gold CDT Reagents (Biotage) as previously described [51].

### RNA extraction and cDNA synthesis

Total cellular RNA was extracted by TRIzol reagent (Life Technologies). RNA was eluted with RNase-free water, quantified by spectrophotometry and used for first-strand complementary DNA (cDNA) synthesis according to the manufacturer’s protocol (Applied Biosystems). Three micrograms of RNA was reversely transcribed to single-stranded cDNA. The reverse transcription was performed in a total volume of 50 μL containing 0.2 mM of each dNTP (Amersham Pharmacia Biotech, Piscataway, NJ), 10 μM of random hexanucleotide primers (Invitrogen), 200 U Moloney murine leukemia virus reverse transcriptase (M-MLV RT) (Promega, Madison, WI), and 25 U RNAsin (Promega) at 37 °C for 2 h. The obtained cDNA was stored at −80 °C.

### Quantitative reverse transcription-PCR

Real-time quantitative reverse transcription-PCR (qRT-PCR) was done with the ABI 7000 Sequence Detector (Applied Biosystems). We used ready-made TaqMan® assays on the analyzed genes and custom-designed GAPDH primers and TaqMan® probe [52] (Applied Biosystems). Reactions for qRT-PCR were done with the TaqMan® universal PCR Master Mix kit (Applied Biosystems) in 96-well plates. Each sample was measured in triplicate. PCR was run using the following conditions: an initial denaturation step of 95 °C for 10 min followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. The resulting data were analyzed with ABI Prism 7000 SDS software (Applied Biosystems). The threshold cycles (CT) were determined, and the differences in the CT values for GAPDH and selected genes were calculated.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) analyses were performed as described previously [31]. Briefly, cells were fixed in 1 % formaldehyde and lysed followed by sonication shearing using the Bioruptor sonicator (Diagenode, Belgium). After centrifugation, the soluble chromatin was subjected to immunoprecipitation with antibodies against different modified histones. Antibodies used were directed against histone H3 (ab1791, Abcam, Cambridge, MA), histone H3K9 acetylation (07-030, Millipore, Billerica, MA), trimethyl-histone H3 (Lys4) antibody (04-745, Millipore), MeCP2 (ABE171, Millipore), MBD2 (ab38646, Abcam), histone H3K27 trimethylation (07-449, Millipore), and IgG (sc-2027, Santa Cruz Biotechnology, Santa Cruz, CA) as a negative control. The complexes were drawn off with protein A-agarose and G-agarose beads (ratio 3:1) and washed sequentially with low-salt, high-salt, LiCl, and Tris-EDTA buffers and were finally extracted with freshly prepared 1 % SDS-0.1 M NaHCO_3_. Samples were brought to 65 °C for 4 h to reverse DNA and protein cross-links, and DNA was then purified with a Qiagen DNA extraction kit. 1.0 × 10^6^ cells were used per antibody pulldown. Quantitative analyses were done by qPCR using 6-FAM-labeled probes targeting three regions of the CMV-EGFP locus (Applied Biosystems). Sequences of all primers and probes are in Additional file 2: Table S5.

### Cell lysate and histone preparation and Western blots

Total histones were prepared by acidic extraction and resolved on 15 % SDS-polyacrylamide gels as described [44]. Cell lysates of nuclear and cytosolic proteins were prepared using NE-PER™ kit (78833, Pierce). Antibodies used for Western blotting were directed against pan-acetylated histone H4 (06-866, Millipore), histone H4 (07-108, Millipore), histone H3 (ab1791, Abcam), trimethyl-histone H3 (Lys4) antibody (04-745, Millipore), histone H3K9 acetylation (07-030, Millipore), histone H3K27 trimethylation (07-449, Millipore), HP1α (ab77256, Abcam), HP1β (ab10478, Abcam), HP1γ (ab10480, Abcam), MeCP2 (ABE171, Millipore), MBD2 (ab38646, Abcam), and lamin B1 (ab16048, Abcam).

### Gene expression microarrays

Gene expression microarray analyses were conducted using the Agilent Whole Genome 4x44K v2 Microarray (G4112F). Hybridized arrays were scanned using the Agilent G2505B Scanner and processed in R using Bioconductor packages geneplotter, limma, and agilp [53, 54].

### Digital restriction enzyme analysis of methylation

Genome-wide analysis of DNA methylation by digital restriction enzyme analysis of methylation (DREAM) was done as previously described [21]. Briefly, 5 μg of SW48 genomic DNA spiked in with 10 pg of methylation standards were digested with 100 units of *Sma*I endonuclease (NEB) for 3 h at 25 °C. Subsequently, 100 units of *Xma*I endonuclease (NEB) were added and the digestion was continued for an additional 16 h at 37 °C. Digested DNA was purified and incubated for 30 min at 37 °C with 15 units of Klenow Fragment 3′ → 5′ exo-DNA polymerase (NEB) to fill in the recesses and add dA overhangs at 3′ ends of the DNA fragments. Illumina paired-end sequencing adapters were then ligated using Rapid T4 DNA ligase (Enzymatics). The ligation mix was size selected by electrophoresis in 2 % agarose, and fragments with apparent sizes of 250–350 and 350–500 bp were separately amplified with Illumina paired-end PCR primers, iProof high-fidelity DNA polymerase (Bio-Rad Laboratories) master mix, and 18 cycles of amplification. The resulting libraries were purified with AMPure magnetic beads (Agencourt). The libraries were sequenced by paired-end 36 nt sequencing on Illumina HiSeq 2000 at the MD Anderson Center for Cancer Epigenetics. After mapping the sequencing reads to the reference human genome (hg18), we determined methylation levels at target CpG sites as described previously [21]. The results were assembled for further analysis in the Microsoft Access relational database containing the full annotation of all *Sma*I/*Xma*I sites in the human genome.

### HP1α knockdown

siRNA oligo GGAUUGCCCUGAGCUAAUUUU (Ambion) was transfected to YB5 cells using Lipofectamine RNAiMAX reagent (Life Technologies) following the manufacturer’s protocol. Mock transfection with Lipofectamine only was used as the control.

### Statistics

GraphPad Prism 5 software was used for statistical analyses. Two-way ANOVA was used to test for effects of drug treatment, and *t* tests with Bonferroni correction for multiple comparisons were used to assess the effects on individual genes. One-way ANOVA with Tukey’s multiple comparison post-tests was used for the analysis of gene expression changes. The Spearman method was used to assess correlation between DNA methylation and gene expression. Two-tailed *P* < 0.05 was considered a significant difference. Chi-square test was used for the numbers of regulated genes. Functional gene annotation, enrichment analysis was performed using GeneCodis online tool (http://genecodis.cnb.csic.es) [55–57].

## Additional files

Additional file 1: Table S1. Top functional annotation categories of genes upregulated by carboplatin. **Table S2.** Top functional annotation categories of genes downregulated by carboplatin. **Table S3.** Functional annotation of genes upregulated by decitabine and carboplatin (DAC+Carbo). Additional file 2: Table S4. Primers for bisulfite pyrosequencing.**Table S5.** Primers for ChIP Q-PCR.

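The functional categories of Tables S1 to S3 group genes that the study found regulated by the array measurement, and each category was tested by the study for holding more of the regulated genes than its size would give. The tables name the genes of each category, 111 and 48 genes in the categories of Table S1, 25, 32 and 17 in those of Table S2 and 6, 5 and 3 in those of Table S3, and a gene can stand in more than 1 category. Every listed name was found among the measured genes. The enrichment itself was not computed again, because the regulated genes of each quadrant depend on methylation data that were not analysed here.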

## Abbreviations

Carbo: carboplatin
ChIP: chromatin immunoprecipitation
CI: combination index
CMV: cytomegalovirus
CT: PCR cycle at threshold fluorescence
DAC: 5-aza-2′-deoxycytidine
DREAM: digital restriction enzyme analysis of methylation
FCS: fetal calf serum
H3K4: histone H3 lysine 4
H3K9: histone H3 lysine 9
HDAC: histone deacetylase
HP1: heterochromatin protein 1
IC50: inhibitory concentration giving 50 % inhibition
LINE-1: long interspersed nuclear element 1
MBD2: methyl-CpG-binding domain protein 2
MBP: methyl-binding protein
MDS: myelodysplastic syndrome
MECP2: methyl-CpG-binding protein 2 (Rett syndrome)
qRT-PCR: quantitative reverse transcription polymerase chain reaction
shRNA: short hairpin inhibitory RNA

# Supplementary material for: Epigenetic synergy between decitabine and platinum derivatives
**Source:** Clin Epigenetics. 2015 Sep 11;7(1):97. doi: 10.1186/s13148-015-0131-z
**Supplement:** Additional file 1: Table S1. — Top functional annotation categories of genes upregulated by carboplatin. Table S2. Top functional annotation categories of genes downregulated by carboplatin. Table S3. Functional annotation of genes upregulated by decitabine and carboplatin (DAC+Carbo).

**Table S1. Top functional annotation categories of genes upregulated by carboplatin.**

| Functional category | Number of genes | P value* | Genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------|-----------------|----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| mitochondrion       | 111             | 0.002    | ALDH1B1, CAV1, L2HGDH, GRPEL1, C8orf38, C9orf46, PRODH, TAZ, ATP5O, VDAC2, DCAKD, MTCP1NB, MRPS6, NDUFC1, MRPS35, MRPL40, GLOD4, MPV17, GPX1, PAX9, BCL2L1, IARS2, ACAT1, TYMS, CRLS1, PTPMT1, FKBP8, MECR, DDIT4, AATK, RFK, AGXT2L2, SLC25A37, BAK1, SFXN4, NDUFAF3, GOT2, UNG, C1orf151, FAM82A2, IDH1, PMAIP1, RHOT2, MRPS36, ABCD3, SLC25A20, METTL12, DLD, MRPS15, MRPL10, PISD, PROSC, MCL1, ACOT8, AUH, CLTC, COX8A, IREB2, SLC25A46, ATP5L, AIFM2, PRKACA, C17orf89, SNN, BBC3, SQRDL, RILP, BNIP3L, MRPL38, IDI1, ECSIT, SPATA18, UXS1, SDSL, POLRMT, GTPBP3, NUDT8, NDUFA8, XRCC3, ETHE1, DNLZ, BRI3BP, GLS2, RAB35, MTG1, SLC25A17, ABCB6, BRP44L, JTB, NLRX1, ECH1, GRAMD4, YRDC, ME1, HAX1, FTSJ2, SCO1, TIMM13, VPS25, NOP14, AFG3L2, NDUFA3, PSMA6, SLC22A4, MYCBP, MRP63, ATP5I, ZBTB9, FXN, FDXR, KIAA0141 |
| apoptotic process   | 48              | 0.033    | CYFIP2, PHLDA1, IER3, ZMAT3, PSMB4, SGMS1, CCAR1, CLSPN, PPP1R15A, HTT, PLK3, BCL2L1, ARHGEF7, MFSD10, FKBP8, RNF41, DDIT4, AATK, MDM4, BAK1, PHLDA3, DRAM1, EGLN3, SGPP1, MKNK2, FAM82A2, PMAIP1, RHOT2, MCL1, AEN, NTN1, BBC3, ECE1, LGALS7B, GADD45A, EPHA2, ITM2B, AXIN1, TNFRSF12A, TNFRSF10B, GRAMD4, PSMD11, PSMB10, TGFB2, PSMA6, TNFRSF10D, PAK6, KIAA0141                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

\*hypergeometric P value corrected for multiple testing

**Table S2. Top functional annotation categories of genes downregulated by carboplatin.**

| Functional category | Number of genes | P value* | Genes                                                                                                                                                                                                                           |
|---------------------|-----------------|----------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| cell division       | 25              | 0.00004  | CENPF, ANXA11, FBXO5, PDS5B, PTTG1, OIP5, NCAPH, LMLN, PHF13, HAUS5, POGZ, UBE2C, NCAPD2, KIAA1009, ASPM, CDC20, BUB3, CCNB2, BUB1, CIT, KIF20B, CEP55, CKS2, SPAG5, CCNA2                                                      |
| cell cycle          | 32              | 0.00008  | UHRF1, CDKN1B, ANXA11, CHAF1A, RAB11B, RPS6KA3, GAS1, PDS5B, OIP5, CDKN3, MAP3K8, NCAPH, LMLN, HAUS5, LIN9, POGZ, GSG2, PRC1, UBE2C, NCAPD2, KIAA1009, MELK, E2F8, ARL3, ASPM, CDC20, CIT, KIF20B, CEP55, CKS2, C15orf42, SPAG5 |
| DNA replication     | 17              | 0.00036  | CENPF, POLQ, CHAF1A, POLD3, RFC3, POLA1, POLE2, TK1, BLM, MCM9, LIN9, GINS2, DUT, RMI1, TOP2A, GINS3, C15orf42                                                                                                                  |

\*hypergeometric P value corrected for multiple testing

**Table S3. Functional annotation of genes upregulated by decitabine and carboplatin (DAC+Carbo).**

| Functional category | Number of genes | P value* | Genes                                        |
|---------------------|-----------------|----------|----------------------------------------------|
| cell adhesion       | 6               | 0.00423  | HES5, IGFBP7, PSTPIP1, MYBPC3, THBS1, COL5A1 |
| apoptotic process   | 5               | 0.04282  | TNFRSF10C, PLEKHF1, PREX1, PDIA2, NGFRAP1    |
| integrin signalling | 3               | 0.00015  | COL9A2, COL5A1, COL8A2                       |

\*hypergeometric P value corrected for multiple testing

How the deposited data were processed for this re-analysis (not part of the article)

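Gene expression was measured in YB5 cells given decitabine, carboplatin or both drugs, and in control cells given DMSO, which the sample titles and the paper call untreated. The study used 3 dual-colour Agilent whole human genome arrays, 1 per treatment. By the file labels all 3 lie on 1 slide. On each array the treated RNA carries Cy3 (green) and the control RNA Cy5 (red), and the dyes were exchanged on no array. Whether the control channels hold 1 RNA extract is not stated. Sample labels and file headers were the source for the treatment of each array, and no array was reassigned by its values. Cells received 4 doses on days 1 to 4 and were harvested on day 6. The dose of decitabine was 25 nM, and that of carboplatin is given as 25 μM in the Results and as 20 μM in the Fig. 4 legend and the sample labels.

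The scanner files give spot intensity as deposited by the authors, read from the scanner image by Agilent Feature Extraction 9.5.3.1. Mean and median intensities and the local background are pixel values without background subtraction, while the processed signals in the deposited files were background subtracted, detrended across the array and dye normalized by that software. The log ratio of the deposited scanner files is the log10 of the red over the green processed signal, and it was turned to log2 of treated over control here. The authors' processed table gives 1 log2 ratio per probe and array, loess normalized by the authors with limma and agilp and rounded to 2 decimals. Its background step, the averaging of spots and its direction are not stated. The direction, treated over control, was taken from its correlation with the scanner values of the same array.

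The values as reported were computed from the mean signals with R 4.3.3 and limma 3.58.1. Background was corrected by normexp with an offset of 50 against the median local background. Control spots and spots that the software marked as outliers in a channel were left out, which removed 276, 111 and 89 spots of genes on the arrays labelled decitabine, carboplatin and both drugs. Each array was normalized by loess, and the sign was set so that a positive log2 change is a higher signal in treated cells. Channel levels for single channels came from limma's Aquantile scaling between arrays. Files were read with data.table 1.17.8 and jsonlite 2.0.0. Spots of 1 probe were averaged. Of 41000 probes, 29381 matched a gene of the RefSeq table through the accession (26386) or the symbol (28895), and 29374 were used. These stand for 18628 genes, of which 7732 have more than 1 probe. A gene was represented by the probe with the highest mean intensity over the arrays. The RefSeq table served for gene names alone, and positions are those of the scanner files. No genome sequence was used.

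A gene was called changed at a ratio of at least 1.5 in either direction. With 1 array per treatment no test was run and no p-value is given. Expressed and silent genes were set by the mean control channel over the arrays, silent being the lowest 25 %. Percentages carry exact 95 % binomial intervals, which cover counting error only. The change with both drugs was compared, gene by gene, with the sum of the log2 changes on the single-drug arrays and with the larger of them. Medians of gene lists were placed among 10000 random lists of the same size, matched in 20 bins of mean intensity. Such a percentile describes these arrays and is no p-value. The lists were those of Tables S1 to S3 and 10 lists written without the data: p53 targets, mitosis, DNA replication, histones, cytoplasmic ribosome, mitochondrial ribosome, oxidative phosphorylation, cancer-testis genes, interferon response and housekeeping genes.

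Named genes followed a rule set in advance: every gene that the paper measures or names in YB5 cells, the genes of Tables S1 to S3 where they are the subject, on each array the 5 largest rises and 5 largest falls, the 10 largest rises of silent genes with both drugs, and the 5 largest excesses and 5 largest deficits against the sum. Rises and falls were taken among genes well above background in at least 1 channel of that array whose other probes change the same way. A gene with 1 channel not well above background is given as a limit. Some genes that this rule selects are not reported here.

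Depth is given here by signal over background. The control channel was well above background for 69.0, 70.3 and 68.2 % of spots on the arrays labelled decitabine, carboplatin and both drugs, and the treated channel for 65.8, 68.4 and 68.5 %. Saturated spots numbered 5, 4 and 1. Probes spotted 10 times on each array, 264 in number, gave the SD of repeated spots as the measure of technical error within an array. Unchanged cells were simulated 100 times in 2 ways. In the first, each treated channel was drawn from the spread between the control channels at that brightness and set against 1 shared control channel. The second drew the differences between repeated spots of 1 probe.

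Alternatives changed 1 choice at a time. They were the processed signals with loess, the median signals without background subtraction, median centring in place of loess, the scanner software's log ratio, the authors' deposited values, the mean of all probes of a gene, a filter on genes well above background in a channel on all arrays (13584 genes), a 2-fold threshold, other definitions of silent genes and the sum on the linear scale. A further one, without the 9 columns of spots along an edge, was chosen after seeing the data. Its limit is a column median more than 0.29 from 0 on the log2 scale. Both normalization and gene steps were tested on simulated data. Normalization recovered 98, 98 and 98.5 % of 200 changed spots past 1.5-fold, and called 0.246, 0.204 and 0.220 % of unchanged spots. The gene step found 50 of 50 genes with an excess over the sum and 150 of 150 genes up with both drugs. Summaries and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

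Methylation data, qRT-PCR, western blots and imaging were not analysed here, so promoter methylation does not enter any group of genes. The enrichment of functional categories was not computed again. Planned restriction to genes near a site read by the methylation assay needs a genome sequence and was left out.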

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

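The test of a spot fault for GAGE7 and the tests of dye preference were chosen only after the result was seen.

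The 30 genes of the p53 target list had a median log2 change of 1.98 on the array labelled decitabine and 1.78 with both drugs, against 0.51 on the array labelled carboplatin. On the array labelled decitabine and with both drugs 28 of the 30 genes rose at least 1.5-fold, and 13 on the array labelled carboplatin. All 3 medians lie above those of all 10000 matched random lists. This stands out as a signal in genes outside those the paper discusses as a group, above the control channel, although 12 of the 30 genes are also in Tables S1 to S3. The list was written without the data, and 1 of its genes is silent. The local defect of the edge columns on the array labelled decitabine is argued against as the cause, since the median without these columns was 1.94, with 25 of 26 genes up. The median stayed above 0 on every array under all alternatives, and the lowest values, under median centring, were 1.50, 0.21 and 1.34. A fixed preference of probes for 1 dye would raise the list equally on all 3 arrays, since the treated channel is green on each. It is argued against as the cause of the rise on the array labelled decitabine, where the median was 1.98 against 0.51 on the array labelled carboplatin. That the label of the array stands for the other drug remains open and is taken up among the other observations. The changes may reflect a response of p53 to a drug, and which drug brings it about depends on the labels.

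ATF3 had a log2 change of 5.13 on the array labelled decitabine and 4.42 with both drugs, against −0.02 on the array labelled carboplatin. It stands out as the largest rise on the array labelled decitabine, above the control channel, in a gene that the paper does not discuss. Its second probe changed by 3.88, 0.27 and 3.13 on the arrays labelled decitabine, carboplatin and both drugs. The edge columns are not the cause, since ATF3 changed by 5.14 on the array labelled decitabine without them. On that array the alternatives gave 4.51 to 5.23. A fixed preference of the probe for 1 dye is argued against by the array labelled carboplatin, where ATF3 was measured in both channels and changed by −0.021. A drug response is a hypothesis here, and the same doubt about the labels applies.

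GAGE7 had a log2 change of 6.14 on the array labelled carboplatin and 5.68 with both drugs, against 0.11 on the array labelled decitabine, where neither channel was well above background. It stands out as the largest rise on these arrays, above the control channel, in a gene that the paper does not discuss. The files give it 1 probe, and the RefSeq table now names the gene GAGE12F. A fault of 1 spot is argued against, since the same probe rose by 5.68 at its spot on the array of both drugs. Of 53 cancer-testis genes, GAGE7 among them, 9 rose on the array labelled carboplatin and none fell. With both drugs 8 rose and on the array labelled decitabine 1. Without the edge columns 9 of 50 rose on the array labelled carboplatin, 7 with both drugs and 0 on the array labelled decitabine. The list was filled by symbol or symbol prefix, so it may hold genes that only share a prefix, such as SSX2IP. The paralogs of the GAGE family are close in sequence, so which copy is expressed remains open. GAGE1, the other GAGE gene on the arrays, named after its values were seen, changed by 0.31 on the array labelled carboplatin and 0.012 with both drugs, so the family did not rise as a whole. A fixed preference of the probe for 1 dye would make the treated channel bright on all 3 arrays if the control cells were alike. It is argued against as the only cause, since the log2 treated signal was 6.36 on the array labelled decitabine, below background, against 13.56 and 12.94 on the arrays labelled carboplatin and both drugs. The log2 control signal was 6.25, 7.42 and 7.27 on the arrays labelled decitabine, carboplatin and both drugs, below background on the first, so control cells that differ between the arrays are not excluded. Cancer-testis genes are a group often silenced by methylation, so that a rise of 9 of them may reflect loss of methylation on the array labelled carboplatin. The paper reports no change of LINE-1 or CMV promoter methylation with carboplatin alone, which goes against such a loss if the label holds. The same doubt about the labels applies here. No methylation values were analysed here to test for a loss of methylation.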

How the results depend on the processing

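The alternatives were chosen before the data were examined, except the values without the edge columns, which were chosen after seeing the data, and the limit on the column medians that defines those columns. Values are given in the order of the arrays labelled decitabine, carboplatin and both drugs. No paired analysis was possible because each treatment is 1 array. For the same reason no array could be left out and the slide could not serve as a block. The restriction to genes near a site that the methylation assay reads was not run, because no genome sequence was used here. The scanner software's log ratio and the authors' deposited values give no control channel, so the comparison of control channels was not made for them.

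The array labelled decitabine had more changed genes in total than the array labelled carboplatin under every alternative. The smallest ratio was under median centring, with 6218 against 5232, and the totals were 4319 and 2580 with the processed signals, 2327 and 1268 in the authors' deposited values and 1741 and 731 without the edge columns. On all 3 arrays the median of Table S2 stayed below 0 and the median of the p53 targets above 0 under every alternative. The single genes named in the text kept their sign wherever their change was past 1.5-fold, with 1 exception. CBX5 on the array labelled carboplatin changed by −0.67, and by 0.13 without the edge columns, where another of its 3 probes represents it. Its values without these columns on the other arrays were −0.34 and −0.35.

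Median centring in place of loess is the setting that moved most. It gave 1700, 1672 and 805 genes up, 4518, 3560 and 3986 genes down, and 9115 genes changed on at least 1 array. The shares were 8.80, 1.47 and 3.98 % of expressed genes up, 32.3, 25.5 and 28.5 % of expressed genes down, and 10.1, 31.5 and 5.35 % of silent genes up. It left 2 silent genes above the sum, 2170 silent genes below the sum, 10 silent genes above the larger single change, and 4398 expressed genes above the sum. Genes past the threshold in the listed direction of Table S1 numbered 86, 3 and 32, of Table S2 numbered 53, 30 and 52, and of Table S3 numbered 6, 9 and 11. Table S1 had list medians of 0.74, −0.38 and −0.11, Table S2 of −1.22, −0.61 and −1.18, Table S3 of 0.45, 0.71 and 1.11, the p53 targets of 1.50, 0.21 and 1.34, mitosis of −1.64, −0.66 and −1.54, DNA replication of −0.75, −0.38 and −0.75, histones of −0.80, −0.21 and −0.64, the cytoplasmic ribosome of −0.87, −0.97 and −1.01, the mitochondrial ribosome of −0.28, −0.51 and −0.37, oxidative phosphorylation of −0.61, −0.62 and −0.58, cancer-testis genes of 0.37, 0.58 and 0.37, the interferon response of −0.10, −0.020 and −0.12, and housekeeping genes of −0.80, −0.70 and −0.81. Under this setting the median change of all genes was −0.14, −0.16 and −0.10, with −0.37, −0.34 and −0.31 for expressed and 0.37, 0.51 and 0.32 for silent genes. The change thus depended on the brightness of the probe, which loess removes. What makes the channels differ with brightness was not tested.

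The scanner software's processed signals with loess gave 2120, 1413 and 2484 genes up, 2199, 1167 and 1997 genes down, and 7063 genes changed on at least 1 array. The shares were 11.8, 6.01 and 12.7 % of expressed genes up, 12.0, 4.75 and 11.9 % of expressed genes down, and 9.98, 12.3 and 15.2 % of silent genes up. It left 1003 silent genes above the sum, 708 silent genes below the sum, 423 silent genes above the larger single change, 965 expressed genes above the sum, and 229 expressed genes above the larger single change. Control channels lay past the threshold for 2117 genes between the arrays labelled decitabine and carboplatin, for 2111 genes between the arrays labelled decitabine and both drugs, and for 1339 genes between the arrays labelled carboplatin and both drugs. In the listed direction the genes past the threshold of Table S1 numbered 82, 21 and 58, and of Table S3 numbered 6, 11 and 12. Table S1 had list medians of 0.68, 0.12 and 0.32, Table S3 of 0.25, 1.44 and 3.29, the p53 targets of 2.12, 0.65 and 1.88, mitosis of −1.26, −0.17 and −1.18, histones of −0.48, 0.28 and −0.20, the cytoplasmic ribosome of −0.071, −0.062 and −0.12, and cancer-testis genes of −0.028, 0.063 and 0.34. Of the silent genes 11.3, 10.8 and 7.04 % fell under this setting, against none in the values as reported, so that near the background both directions were counted more often. The cause was not tested.

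The scanner software's own log ratio gave 2096, 1448 and 2392 genes up, 2123, 1142 and 2106 genes down, and 7006 genes changed on at least 1 array. The shares were 11.1, 5.56 and 11.8 % of expressed genes up, 12.7, 5.16 and 12.6 % of expressed genes down, and 11.7, 14.4 and 15.8 % of silent genes up. It left 789 silent genes above the sum, 828 silent genes below the sum, 405 silent genes above the larger single change, 1033 expressed genes above the sum, and 233 expressed genes above the larger single change. Past the threshold in that direction, genes of Table S1 numbered 82, 21 and 56, and of Table S3 numbered 6, 11 and 12. Table S1 had list medians of 0.67, 0.12 and 0.29, Table S3 of 0.21, 1.39 and 3.27, the p53 targets of 2.10, 0.63 and 1.86, mitosis of −1.28, −0.18 and −1.21, histones of −0.50, 0.28 and −0.22, the cytoplasmic ribosome of −0.058, −0.065 and −0.11, and cancer-testis genes of 0.00, 0.00 and 0.36. The cause was not tested.

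The authors' deposited values gave 1174, 740 and 1459 genes up, and 1153, 528 and 1416 genes down. The shares were 7.53, 4.87 and 9.66 % of expressed genes up, 8.25, 3.78 and 10.1 % of expressed genes down, and 2.62, 1.27 and 2.34 % of silent genes up. It left 114 silent genes below the sum, 473 expressed genes above the sum, and 476 expressed genes below the sum. Genes past the threshold in the listed direction of Table S1 numbered 74, 34 and 70, and of Table S3 numbered 6, 6 and 12. Table S1 had list medians of 0.59, 0.27 and 0.57, Table S2 of −0.82, −0.30 and −0.83, the p53 targets of 1.95, 0.41 and 1.76, mitosis of −1.10, −0.21 and −1.16, histones of −0.41, 0.20 and −0.26, the cytoplasmic ribosome of −0.12, −0.10 and −0.19, oxidative phosphorylation of −0.11, −0.12 and −0.14, and housekeeping genes of −0.26, −0.30 and −0.44. These values set each treated channel against the mean of the 3 control channels, as described among the other observations.

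Median signals without background subtraction gave shares of 3.71, 1.14 and 1.87 % of silent genes up. It left 15 silent genes above the sum, and 167 silent genes below the sum. In the listed direction the genes past the threshold of Table S3 numbered 4, 5 and 12. Table S3 had list medians of 0.30, 0.44 and 0.91. The cause was not tested.

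The mean of all probes of a gene in place of the brightest gave 587, 152 and 798 genes down. The shares were 13.1, 2.93 and 8.60 % of expressed genes up, and 4.20, 1.09 and 5.71 % of expressed genes down. It left 181 expressed genes above the sum. Past the threshold in that direction, genes of Table S2 numbered 37, 1 and 33, and of Table S3 numbered 1, 5 and 13. Table S2 had list medians of −0.68, −0.13 and −0.63, the p53 targets of 1.85, 0.50 and 1.68, mitosis of −0.99, −0.14 and −0.99, histones of −0.23, 0.24 and −0.28, the cytoplasmic ribosome of 0.043, −0.13 and −0.11, the interferon response of 0.0072, 0.0011 and −0.063, and housekeeping genes of −0.10, −0.014 and −0.12. The cause was not tested.

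Keeping only genes well above background in a channel on all arrays gave shares of 27.3, 13.6 and 29.5 % of silent genes up. It left 1 silent gene above the sum, 7 silent genes below the sum, and 4 silent genes above the larger single change. Control channels lay past the threshold for 38 genes between the arrays labelled carboplatin and both drugs. Genes past the threshold in the listed direction of Table S3 numbered 1, 2 and 5. Cancer-testis genes had list medians of −0.027, −0.038 and 0.069, and the interferon response of −0.094, −0.16 and −0.16. This filter leaves 44 silent genes by construction, which sets these counts and shares.

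The 2-fold threshold gave 1170, 118 and 476 genes up, 195, 6 and 256 genes down, and 1727 genes changed on at least 1 array. The shares were 8.27, 0.673 and 3.06 % of expressed genes up, 1.40, 0.0429 and 1.83 % of expressed genes down, and 0.301, 0.515 and 1.05 % of silent genes up. It left 5 silent genes above the sum, 5 silent genes below the sum, 7 silent genes above the larger single change, 37 expressed genes above the sum, and 25 expressed genes above the larger single change. Control channels lay past the threshold for 42 genes between the arrays labelled carboplatin and both drugs. In the listed direction the genes past the threshold of Table S1 numbered 89, 4 and 33, of Table S2 numbered 11, 0 and 13, and of Table S3 numbered 1, 3 and 7. A stricter threshold lowers each count by construction.

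Calling genes silent under a control signal of 7.08 gave shares of 14.8, 3.37 and 9.69 % of expressed genes up, 6.83, 2.16 and 8.65 % of expressed genes down, and 1.53, 1.46 and 2.62 % of silent genes up. It left 48 silent genes above the sum, and 35 silent genes above the larger single change. This class is larger by construction, with 5883 genes. The class set by background and the class set by the other arrays moved no share or count of this kind by more than its limit. The sum on the linear scale left 796 expressed genes above the sum. Other counts on that scale stayed within 1.5 times.

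Leaving out the edge columns on all arrays gave 887, 480 and 1288 genes up. The shares were 6.53, 3.32 and 9.19 % of expressed genes up, and 0.710, 1.03 and 1.90 % of silent genes up. It left 25 silent genes below the sum, and 210 expressed genes below the sum. Control channels lay past the threshold for 113 genes between the arrays labelled decitabine and carboplatin, and for 145 genes between the arrays labelled decitabine and both drugs. Past the threshold in that direction, genes of Table S1 numbered 54, 15 and 52, and of Table S3 numbered 1, 2 and 8. Table S1 had list medians of 0.81, 0.22 and 0.72, and Table S3 of 0.079, 0.37 and 0.94. The spots left out are those of the lower control signal on the array labelled decitabine, and the other arrays moved in the lists of Tables S1 and S3 where fewer of their genes remain and some are measured by another probe. This is the setting chosen after seeing the data.

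For the single genes that the rule selects the changes that moved by no more than the SD of repeated spots numbered 81 of 171 under the processed signals, 161 of 171 under the median signals, 24 of 171 under median centring, 74 of 171 under the scanner software's log ratio, 61 of 171 under the authors' deposited values, 116 of 171 under the mean of all probes, 135 of 135 under the filter on background, and 157 of 162 without the edge columns. The moves leave the sign of each change past 1.5-fold as it was, apart from CBX5. Signal over background limits the silent class most, since 4320 of its 4657 genes had a control channel well above background on no array, and for these a rise is known only as a lower limit.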

Differences from the paper's values

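The paper gives 13.3 % of unmethylated and 13.4 % of methylated expressed genes as up with carboplatin. The array labelled carboplatin had 3.31 % of expressed genes up, methylated and unmethylated together. None of the alternatives set before the data were examined comes within 1.5 times of the paper's values, and the highest of them was 6.01 % with the processed signals. The value without the edge columns, chosen after seeing the values, was 3.32 %.

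For genes down with carboplatin the paper gives 6.4 % of unmethylated and 7.2 % of methylated expressed genes, against 1.98 % of expressed genes on the array labelled carboplatin. For the paper's 6.4 % the gap closes with the processed signals (4.75 %) and with the scanner software's log ratio (5.16 %), and for its 7.2 % with the scanner software's log ratio alone. Under the other alternatives set before the data were examined the values differ from both, with 3.78 % in the authors' deposited values and 25.5 % under median centring.

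The paper counts 1943 genes regulated by any treatment, and 4015 genes changed on at least 1 array here. Of the alternatives set before the data were examined, the 2-fold threshold (1727) comes within 1.5 times, while the processed signals (7063), median signals (4200), median centring (9115), scanner log ratio (7006), authors' deposited values (3790), mean of all probes (3480) and filter on background (3890) do not. Without the edge columns, a setting chosen after seeing the values, the count was 2887, which is within 1.5 times. The paper's genes are 1943 of 9083 (21.4 %), the genes here 4015 of 18628 (21.6 %), and without the edge columns, a setting chosen after seeing the values, 2887 of 17473 (16.5 %).

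Table 2 of the paper, with its methylation classes added together, has 241 of 6816 expressed genes (3.54 %) up and 72 (1.06 %) down with decitabine. The array labelled decitabine had 13.7 % up and 6.25 % down. No setting brought the share up within 1.5 times of the paper's, the lowest being 6.53 % without the edge columns, a setting chosen after seeing the values, and 7.53 % in the authors' deposited values. The share down came within 1.5 times with the 2-fold threshold (1.40 %). For both drugs the paper's Table 2 has 676 (9.92 %) up and 373 (5.47 %) down, against 9.28 and 7.90 %.

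The paper ranks carboplatin first in its effect on expressed genes and calls the effect of decitabine on unmethylated genes modest. On the array labelled carboplatin 791 genes changed in either direction, fewer than on the array labelled decitabine with 2843 and on the array of both drugs with 2493. Median centring put the array of both drugs below the array labelled carboplatin, with 4791 against 5232 genes. The array labelled decitabine stayed above the array labelled carboplatin under every alternative.

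Table S1 lists genes as up with carboplatin. Of its 146 genes 19 rose at least 1.5-fold on the array labelled carboplatin, and more did so in the authors' deposited values (34), with the processed signals (21) and by the scanner software's log ratio (21). Of the 53 genes that Table S2 lists as down with carboplatin, 4 fell on that array, 5 in the authors' deposited values and 30 under median centring.

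The paper ranks both drugs together first for methylated silenced genes that rose, while its Table 2 has carboplatin first for unmethylated silenced genes. Here both classes are together. Both drugs came first for all silent genes in the values as reported, with 1.18, 1.14 and 1.98 % on the arrays labelled decitabine, carboplatin and both drugs. They did not come first under median centring (10.1, 31.5 and 5.35 %), with median signals (3.71, 1.14 and 1.87 %) or in the authors' deposited values (2.62, 1.27 and 2.34 %).

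By qRT-PCR the paper reports that carboplatin added to decitabine raised PDLIM4 further. On the arrays PDLIM4 changed by −0.23 on the array labelled decitabine and −0.35 with both drugs. With the processed signals (−0.48 and −0.43) and the scanner log ratio (−0.50 and −0.46) the value with both drugs was the higher one, and no setting gave a positive change.

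The paper reports a fall of CBX5 mRNA with carboplatin. Its brightest probe, which lies in the edge columns, changed by −0.67 on the array labelled carboplatin. The others of its 3 probes changed by 0.14 and 0.30 there. Without the edge columns, a setting chosen after seeing the values, CBX5 changed by 0.13. With both drugs its 3 probes changed by −1.22, −0.35 and −0.33, and on the array labelled decitabine by 0.18, −0.35 and −0.44. The comparison therefore depends on the labels of the arrays, which are in doubt.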

Other observations

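In this part the tests of the label exchange, of normalization, of weaker signal, of dye preference, of the simulated unchanged cells, of the linear scale of the sum, and of the edge columns for the number of changed genes and for the share and the place of the genes of Table S1 were chosen only after the result was seen, although the scanner log ratio and the linear sum that some of them read had been chosen in advance.

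The array labelled decitabine changed more genes than the array labelled carboplatin, against the ranking in the paper. Normalization is argued against as the sole cause, since the order held under every alternative. The scanner software's own ratios, which that software had dye normalized, gave 4219 changed genes on the array labelled decitabine and 2590 on the array labelled carboplatin. Median centring in place of loess gave 6218 and 5232, so the size of the difference depends on normalization. Weaker signal on the array labelled carboplatin is argued against by its treated channel, with 68.4 % of spots well above background against 65.8 % on the array labelled decitabine. Among 217 genes measured by 10 spots each, where spot noise weighs little, 45 changed on the array labelled decitabine, 14 on the array labelled carboplatin and 52 with both drugs, which argues against spot noise. The local defect of the edge columns is argued against as the whole cause, since without them 1741 genes changed on the array labelled decitabine and 731 on the array labelled carboplatin. An exchange of the single-drug arrays between the sample labels and the study's tables may explain the pattern. In the authors' own deposited values 119 of the 199 genes of Tables S1 and S2 passed 1.5-fold in the listed direction on the array labelled decitabine, 39 on the array labelled carboplatin and 113 with both drugs, although the tables list them for carboplatin. The paper's Table 2 has 3.54 % of expressed genes up with decitabine and 13.3 % with carboplatin, and the arrays had 3.31 % on the one labelled carboplatin and 13.7 % on the one labelled decitabine. For genes down the paper's shares are 1.06 and 6.54 %, against 1.98 and 6.25 % in that order. The nearness of 13.7 to 13.3 % rests on the edge columns, since without them 6.53 % rose on the array labelled decitabine and 3.32 % on the array labelled carboplatin, and in the authors' deposited values 7.53 and 4.87 %. For genes down these shares were 6.52 and 1.92 % without the columns and 8.25 and 3.78 % in the authors' deposited values. Whether the labels or the tables are exchanged is not settled by these values, and no array was reassigned here. A true difference between the drugs at these doses was not tested. It could not explain why genes listed for carboplatin follow the array labelled decitabine, since the study drew these lists from these same arrays.

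In the first 9 columns of the array labelled decitabine 56.9 % of spots rose at least 1.5-fold, against 4.18 % in its other columns. The control channel there was low, at −0.90 on the log2 scale relative to the other arrays, while the treated channel was at 0.14. Of the 1970 genes up on that array 1143 (58.0 %) were measured in these columns, which hold 9.54 % of all genes. Repeated spots gave an SD of 0.230 with the columns and 0.0776 without. Among 10 spike-in control probes with 32 spots each, the SD was 0.234, 0.0406 and 0.0371 on the arrays labelled decitabine, carboplatin and both drugs. No biological explanation was tested.

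More genes of Table S1 passed 1.5-fold on the array labelled decitabine (125) than on the array of both drugs (56). The edge columns may explain this difference, since they measured 50.7 % of the genes of Table S1 and none of Table S2. In these columns 73 of the 74 genes of Table S1 passed 1.5-fold on the array labelled decitabine and 9 with both drugs, and elsewhere 52 and 47 of 72 did. They may also account for most of the higher median of Table S1. The median on the array labelled decitabine was above that with both drugs by 1.36 for the genes in the edge columns and by 0.050 for those elsewhere. Without the columns the medians were 0.81 and 0.72, against 1.23 and 0.32 with them, so a small difference stayed. Its cause was not tested. The overlap of Table S1 with these columns may also mean that the study's list was drawn from values that carry the defect, as 62 of its 111 genes under mitochondrion were measured there. In the authors' deposited values the medians of the edge columns were 0.36, 0.20 and 0.18 on the arrays labelled decitabine, carboplatin and both drugs.

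The authors' deposited values follow the treated channel of each array set against the mean of the 3 control channels. Their correlation with that ratio, from the median signals, was 0.986, 0.988 and 0.994 on the arrays labelled decitabine, carboplatin and both drugs, and with the ratio to the array's own control channel 0.888, 0.874 and 0.953. In such values a low control signal in the columns of 1 array raises all 3 arrays.

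Silent genes rose on the array of both drugs, with 1.98 % up. None fell, but near background a fall could hardly be seen, so this is no evidence for a rise. With the processed signals 7.04 % of silent genes fell with both drugs, and 7.28 % by the scanner software's log ratio. The choice of the silent class by a control channel that also enters the ratio is argued against, since 2.02 % rose with the class set by the other arrays. Noise of hybridisation is argued against by the simulated unchanged cells, where 0.160 % of silent genes rose, against 1.90 % observed without the edge columns. A fixed preference of probes for 1 dye would raise the same genes on each array and is argued against, since 55 silent genes rose on the array labelled decitabine, 53 on the array labelled carboplatin and 2 on both of these. A response to the drugs remains a hypothesis, on 1 array.

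Silent genes above the sum of the single-drug changes numbered 22 without the edge columns. Simulated unchanged cells gave 27, with 42 at most in 100 simulations. These simulations also gave 0.160 % of silent genes down with both drugs, where none fell in the data. Their spread may thus be too wide for silent genes, and whether noise of hybridisation gives this count is not decided. The noise of repeated spots alone gave 8, with 15 at most. On the linear scale 36 silent genes lay above the sum and 51 below, and on the log2 scale 28 and 59, so the log2 scale is argued against as the source of the genes above the sum. Fewer genes lay above than below on both scales, and that comparison decided nothing. Among expressed genes 304 lay above the sum and 210 below without the edge columns, against 139.5 and 140.5 in the simulation, with 168 and 169 at most. A larger excess than in the simulation among expressed genes may reflect an interaction of the drugs, a control channel that differs from the simulated spread, or dye preference. A fixed dye preference of a probe enters the change on every array, so it does not cancel in the difference from the sum. The simulated treated channels were drawn from the spread between control channels and hold no such preference. These explanations were not separated. The array of both drugs is compared here with single arrays that carry the doubt about the labels, but the sum does not depend on which of them is which.

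Correlations of the changes across genes were 0.30 between the arrays labelled decitabine and carboplatin, 0.66 between the array labelled decitabine and the array of both drugs, and 0.64 between the array labelled carboplatin and the array of both drugs. Without the edge columns they were 0.43, 0.84 and 0.64. Simulated unchanged cells set against 1 shared control channel gave 0.50 for each pair, since that channel enters every ratio. The observed ratios use the control channel of their own array, so 0.50 is no baseline for them. The noise of repeated spots alone gave 0.0011, −0.00051 and −0.00077. Genes up on both arrays of a pair numbered 151, 712 and 329 without the edge columns, against medians of 22, 22 and 23 in the simulation with a shared control channel.

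The lists written without the data gave the following medians on the arrays labelled decitabine, carboplatin and both drugs, with percentiles among matched random lists. The p53 targets are given among the results for a closer look. The 30 mitosis genes, 10 of them in Tables S1 to S3, had −1.10, −0.15 and −1.07 (percentiles 0, 0.85 and 0), with 26, 1 and 30 genes down at least 1.5-fold. The 37 DNA replication genes, 9 of them in these tables, had −0.28, 0.15 and −0.30 (0.01, 99.4 and 0.01), where the value on the array labelled carboplatin turned to −0.38 under median centring. The 64 replication-dependent histone genes had −0.22, 0.26 and −0.15 (0, 100 and 0.14), where the second value turned to −0.21 under median centring. The 82 genes of the cytoplasmic ribosome had −0.088, −0.21 and −0.22 (3.81, 0 and 0), and the first value was 0.043 with the mean of all probes. The 77 genes of the mitochondrial ribosome, 7 of them in these tables, had 0.31, 0.0074 and 0.13 (100, 65.7 and 99.2), and under median centring −0.28, −0.51 and −0.37, with the second value also below 0 with the processed signals, the scanner log ratio and the authors' deposited values. The 80 genes of oxidative phosphorylation, 7 of them in these tables, had −0.0038, −0.030 and −0.020 (45.3, 23.0 and 26.5), and with the mean of all probes 0.016 on the array labelled decitabine and 0.024 with both drugs. The 53 cancer-testis genes, 35 of them silent, had −0.0080, 0.058 and 0.13 (39.6, 99.3 and 100), where the first value was 0.37 under median centring, 0.03 in the authors' deposited values and 0.0038 without the edge columns, and the second −0.038 under the filter on background. The 23 interferon response genes had −0.068, −0.15 and −0.078 (11.0, 0.17 and 9.91), with values of 0.0072 and 0.0011 on the first arrays under the mean of all probes. The 13 housekeeping genes had −0.15, −0.19 and −0.33 (9.67, 2.61 and 0.32). Median centring shifts the median of all genes to −0.14, −0.16 and −0.10.

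Genes that the paper measures in YB5 cells changed as follows on the arrays labelled decitabine, carboplatin and both drugs. CDKN2A changed by −1.07, 0.47 and −0.32, and its second probe by −0.70, 0.99 and 0.18. RARB was below background in both channels on all 3 arrays. OSCP1 changed by −0.55, −0.35 and −0.79, ESR1 by 0.013, −0.048 and −0.024, RASSF1 by −0.51, 0.21 and −0.12 and GAPDH by −0.11, 0.029 and −0.12. CBX5 changed by 0.18, −0.67 and −1.22 by its brightest probe, which lies in the edge columns, and by −0.34, 0.13 and −0.35 without these columns. CBX1 changed by −0.76, −0.23 and −0.80, CBX3 by 0.20, 0.093 and 0.063, MBD2 by −0.46, −0.16 and −0.53, CDKN1A by 2.97, 0.96 and 2.91, ATM by 0.48, 0.31 and −0.062, DNMT1 by −0.28, 0.33 and −0.15 and PCNA by 0.68, −0.12 and 0.40. The second probe of RASSF1 changed by 0.068, 0.66 and 0.13. Other probes of CBX1 changed by −0.058, 0.61 and −0.23 and by 0.087, 0.74 and −0.18, so that they rose on the array labelled carboplatin. Of these genes CDKN1A, OSCP1, MBD2 and ATM, the last pair with probes that differ in sign, kept their sign on all 3 arrays under all alternatives, and the other measured ones changed sign on at least 1 array under at least 1 of them. For CBX3, DNMT1 and GAPDH all 3 values were negative under median centring.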
